# Elevated DNA damage without signs of aging in the short-sleeping Mexican cavefish

**DOI:** 10.7554/eLife.99191

**Published:** 2025-11-14

**Authors:** Evan Lloyd, Fanning Xia, Kinsley Moore, Carolina Zertuche Mery, Aakriti Rastogi, Robert A Kozol, Olga Kenzor, Wesley Warren, Lior Appelbaum, Rachel L Moran, Chongbei Zhao, Erik R Duboue, Nicolas Rohner, Alex C Keene

**Keywords:** sleep, DNA damage, longevity, Other

## Abstract

Dysregulated sleep has widespread health consequences, including the accumulation of DNA damage. The Mexican tetra, *Astyanax mexicanus*, provides a powerful model to study the evolution and consequences of sleep loss. Multiple cave-adapted populations of this species have independently evolved reduced sleep compared to surface populations, yet show no obvious decline in healthspan or longevity. To examine whether evolved sleep loss is associated with DNA damage, we compared DNA damage response (DDR) and oxidative stress across populations. Cavefish exhibited elevated γH2AX in the brain and increased gut oxidative stress, consistent with chronic sleep deprivation. Following acute UV exposure, surface fish, but not cavefish, increased sleep and activated the photoreactivation repair pathway. Fibroblast cell lines derived from both populations confirmed diminished DDR and repair in cavefish, supporting an attenuated acute DNA damage response. Transcriptomic analysis revealed that many genes differentially expressed with aging in surface fish remain unchanged in cavefish, suggesting altered regulation of aging-related pathways. Together, these findings indicate that cavefish experience elevated cellular hallmarks of sleep deprivation yet exhibit resilience to its long-term consequences, highlighting an evolutionary model to investigate the mechanisms underlying sleep, DNA repair, and healthy aging.

## Introduction

Sleep is ubiquitous throughout the animal kingdom and has been identified in animals with relatively simple neural networks, including jellyfish and nematodes, through primates, suggesting ancient function and shared evolutionary origins (Aulsebrook et al., 2016; Joiner, 2016; Keene and Duboue, 2018; McNamara et al., 2009; Zimmerman et al., 2008). While the primary functions of sleep are not fully understood, it is essential for many processes, including neural connectivity, clearance of toxic metabolites, immunity, learning, and memory (Frank, 2020; Hartmann, 1973; Siegel, 2005). There is growing evidence that DNA damage may play an important role in sleep drive (Carroll et al., 2016; Vaccaro et al., 2020; Zada et al., 2021; Zada et al., 2019). DNA damage is associated with periods of prolonged wakefulness and is reduced during sleep across numerous species, including *C. elegans*, zebrafish, mice, and humans (Bellesi et al., 2016; Cheung et al., 2019; Goetting et al., 2020). In turn, sleep disruption is associated with DNA damage, and sleep deprivation (SD) inhibits the expression of DNA repair genes in humans (Carroll et al., 2016; Goetting et al., 2020), suggesting a critical role for sleep in the maintenance of genome integrity and function and an association between sleep loss and DNA damage, which could lead to neurodegeneration. Furthermore, sleep loss results in elevated reactive oxygen species (ROS), a known mediator of DNA damage, in the gut and/or brain that contribute to mortality in *Drosophila* (Haynes et al., 2024; Vaccaro et al., 2020). The effects of sleep loss on ROS production in the gut is also present in mice (Vaccaro et al., 2020). Despite these advances, little is known about the cellular consequences of sleep loss or the evolutionary relationship between DNA damage and sleep regulation.

Comparative approaches examining evolutionarily derived differences in sleep have provided significant insight into the genetic and functional basis of sleep regulation (Allada and Siegel, 2008; Cirelli, 2009; Zimmerman et al., 2008). While the majority of sleep studies in fish have used zebrafish, the Mexican tetra *Astyanax mexicanus* is an emerging model for investigating the genetic and evolutionary basis underlying behavioral and physiological traits (Keene et al., 2015; Keene and Appelbaum, 2019; Kowalko, 2020; McGaugh et al., 2020a; Yoshizawa, 2015). *A. mexicanus* exists as blind cave populations and an extant surface population; while the surface and cave populations are geographically isolated, they remain interfertile and capable of hybridization in natural and laboratory settings (Moran et al., 2023). In this system, there are similar sleep loss phenotypes among geographically and geologically isolated cave populations (Aspiras et al., 2015; Duboué et al., 2011) with likely unique genetic bases between caves (Duboué et al., 2011; Mack et al., 2021; Yoshizawa et al., 2015). Furthermore, evolved differences in DNA repair genes have been identified across all three cave populations studied to date, including links between mechanisms regulating sleep, light responsiveness, and DNA repair (Beale et al., 2013; Mack et al., 2021). These findings support the notion that the genetic and molecular underpinnings of sleep are closely related to DNA repair processes in cavefish.

Examining the ecological factors that contribute to evolved changes in sleep regulation and the physiological consequences of this sleep loss has the potential to address the fundamental functions of sleep. For example, in humans, insomnia is associated with many different diseases and increased morbidity, suggesting that sleep is critical for healthy aging (Arble et al., 2015; Carroll and Prather, 2021). Strikingly, cavefish sleep as little as 1–2 hr per day, in contrast to their surface counterparts, which sleep as much as 6–10 hr a day (Duboué et al., 2011). Despite the dramatic reduction in sleep, there are no apparent health consequences to cavefish, suggesting an established resilience to sleep loss (Cobham and Rohner, 2024; Riddle et al., 2018a; Rohner, 2018). Considering that changes in the levels of DNA breaks are associated with sleep regulation in flies, zebrafish, mice, and humans (Bellesi et al., 2016; Carroll et al., 2016; Zada et al., 2021), it is possible that intrinsic changes in the DNA repair and DDR pathways underlie reduced sleep need in cavefish.

Here, we sought to investigate the relationship between DNA damage and the evolution of sleep, to test at the cellular and organismal levels whether cavefish have markers of chronic sleep deprivation and accelerated aging. We find that DNA damage is elevated in cavefish brains, consistent with the notion that sleep loss is associated with elevated levels of DNA damage. The transcriptional and behavioral response to UV damage is blunted in cavefish, and cavefish cells exhibit diminished DNA repair capabilities, raising the possibility that reduced DDR function may contribute to sleep loss in cavefish. To examine the long-term consequences of reduced DDR, we examined transcriptional differences in young and aged surface and cavefish. While aging in surface fish is associated with broad transcriptional changes across tissue types, there are relatively few transcriptional differences between young and aged cavefish. Together, these findings reveal that cavefish appear to have developed molecular resilience to aging despite elevated DNA damage that likely derives from sleep loss.

## Results

In vertebrates, including teleost fish such as zebrafish and *A. mexicanus*, DNA damage activates a highly conserved and stereotypical response and repair program. Markers of DDR proteins can be localized and quantified at the cellular and whole-organism levels. Phosphorylation of histone H2AX on serine 139 (γH2AX) offers a well-established and quantifiable biomarker of cellular response to DNA double-strand breaks that is necessary for the assembly of repair complexes (Siddiqui et al., 2015). We compared γH2AX between surface fish and Pachón cavefish brains at ZT0, a time when both populations are behaviorally active and sleep is minimal (Figure 1A–B and Figure 1—video 1). Levels of γH2AX were elevated in the rhombencephalon, telencephalon, and mesencephalon of cavefish compared to surface fish (Figure 1C). These findings suggest that DNA damage is elevated in short-sleeping cavefish compared to their surface fish counterparts.

**Figure 1.**
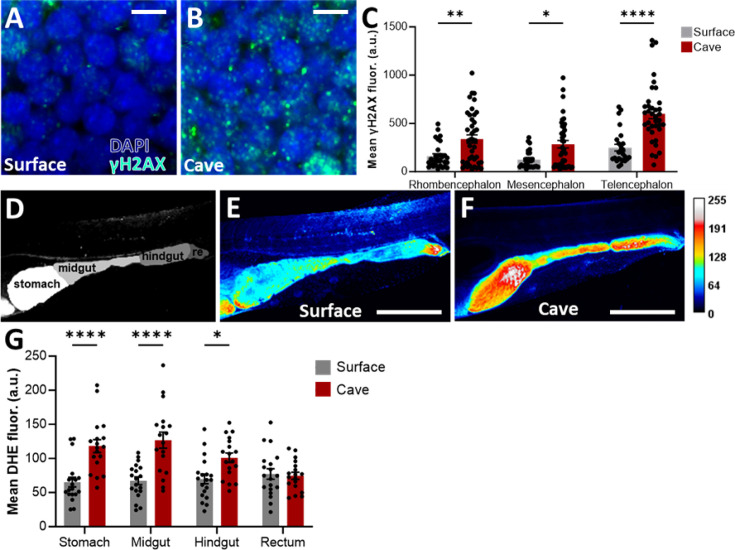
Cavefish harbor increased neuronal DNA damage and gut reactive oxygen species (ROS). (**A, B**) Representative images of cells stained with DAPI and γH2AX in the rhombencephalon of surface fish (**A**) and cavefish (**B**). Scale bar = 5 μm. (**C**) Mean γH2AX fluorescence across three regions of surface fish and cavefish brains. (rhomb: rhombencephalon; mes: mesencephalon; tele: telencephalon) (Mixed-effects analysis: *F*1, 68 = 32.08, *p*< 0.0001; surface n = 29, cave n = 41). (**D**) Representative image of larval gut showing regions in false color (re: rectum). (**E, F**) Representative images of surface fish and cavefish guts stained with dihydroethidium (DHE) marking ROS. Scale bar = 500 μm. (**G**) Mean DHE fluorescence across four regions of surface fish and cavefish guts (two-way repeated measures ANOVA: *F*1, 35 = 48.36, *p*<0.0001, surface n = 19, cave n = 20). All error bars represent S.E.M.

**Figure 1—video 1.** DNA damage in the cavefish brain. Whole brain immunofluorescence images of surface fish (top) and cavefish (bottom). Immunostaining for γH2AX (green) and DAPI (blue).

Sleep loss is associated with reduced gut function, including the accumulation of ROS (Vaccaro et al., 2020). To examine whether markers of sleep loss extend to the gut in *A. mexicanus*, we compared ROS in the guts of surface and cavefish. Fish aged 6 days post-fertilization (dpf) were incubated in the ROS marker dihydroethidium (DHE), and guts were imaged on a confocal microscope. We found that ROS in the gut is upregulated in cavefish, reinforcing the idea that cellular stress and canonical markers of DDR are elevated in these short-sleeping fish (Figure 1D–G); ROS levels were elevated in the stomach, midgut, and hindgut, but not in the rectum (Figure 1G). Prior to imaging, both surface and cavefish had been reared in a temperature-controlled incubator and relied solely on their yolk sac for nutrients; so, differences in gut ROS cannot be attributed to differences in rearing or feeding conditions. Together, these findings fortify the notion that cellular stress is elevated in the gut of cavefish relative to surface fish.

To further examine the direct link between DNA damage and sleep in *A. mexicanus*, surface fish and cavefish were exposed to short periods of UV-B radiation, known to cause DNA damage and induce double-stranded breaks (Zada et al., 2021). In surface fish, UV exposure resulted in a dose-dependent increase in sleep for up to 3 hr, similar to findings in zebrafish (Zada et al., 2021; Figure 2A and B). Interestingly, sleep decreased in surface fish sleep during the nighttime, perhaps the result of sleep credit that derives from increased sleep during the day (Figure 2A; Öztürk-Çolak et al., 2020). Increases in sleep amount in surface fish were mediated by both increased bout number, and, at the higher dose, an increase in bout length (Figure 2C and D). Conversely, there was no effect of UV treatment on daytime or nighttime sleep in cavefish (Figure 2E–H).

**Figure 2.**
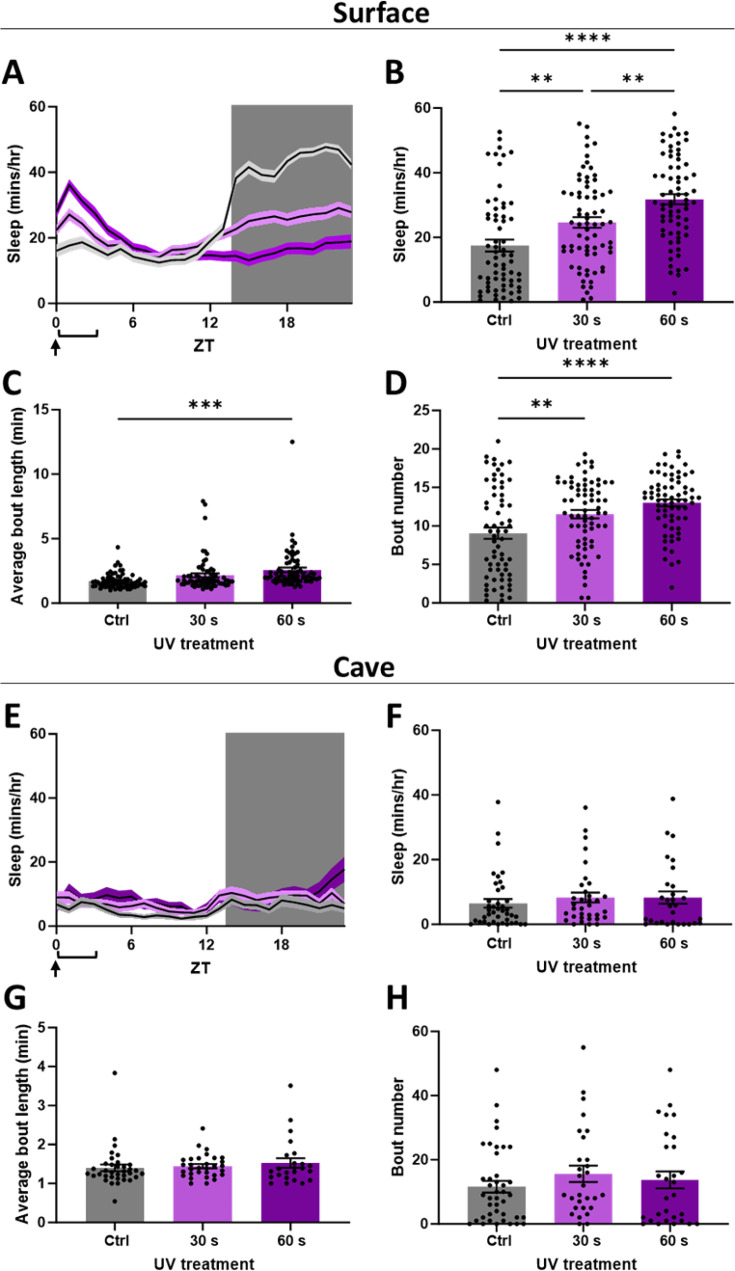
Cavefish lack a sleep response to UV-B-induced DNA damage. (**A**) The 24 hr sleep profiles of surface fish exposed to 30 or 60 s of UV-B light compared to controls. (**B**) Average sleep amount in surface fish in the 3 hr following UV-B exposure (one-way ANOVA: *F*2, 202 = 18.75, *p*< 0.0001). (**C**) Average bout length in surface fish in the 3 hr following UV-B exposure (one-way ANOVA: *F2*, 201 = 8.301, *p*=0.0003). (**D**) Bout number in the 3 hr following UV-B exposure (one-way ANOVA: *F2*, 201 = 11.5, *p*<0.0001). (**E**) The 24 hr sleep profiles of cavefish exposed to 30 or 60 s of UV-B light compared to controls. (**F**) Average sleep amount in cavefish in the 3 hr following UV-B exposure. (**G**) Average bout length in cavefish in the 3 hr following UV-B exposure. (**H**) Bout the number of cavefish in the 3 hr following UV-B exposure. (ZT = Zeitgeber time). All treatments performed at ZT0. Surface: Ctrl n = 65, 30s n = 70, 60s n = 70; Cave: Ctrl n = 41, 30s n = 34, 60s n = 29. All error bars represent S.E.M.

**Figure 2—figure supplement 1.**
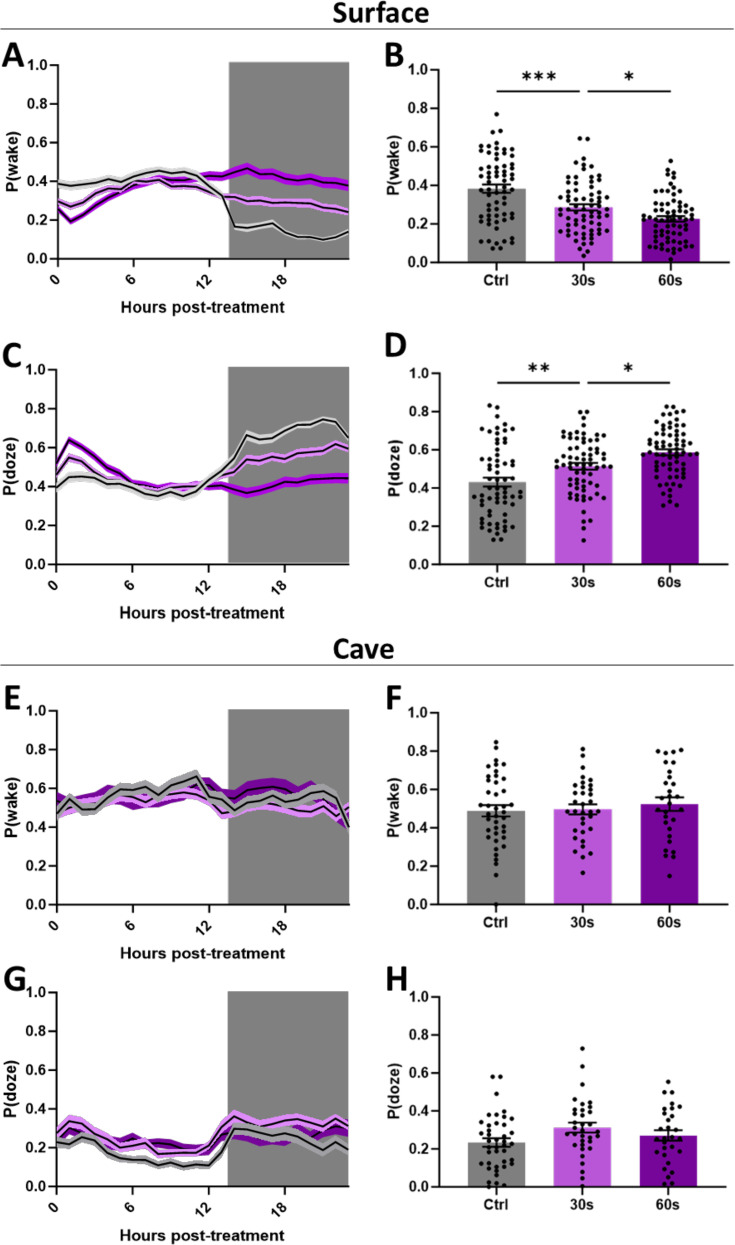
Response in sleep pressure to UV-B-induced DNA damage. (**A**) The 24 hr P(wake) profiles of surface fish exposed to 30 or 60 s of UV-B light compared to controls. (**B**) P(wake) in surface fish in the 3 hr following UV-B exposure (one-way ANOVA: *F*_2, 202_ = 21.08, *p*<0.0001). (**C**) The 24 hr P(doze) profiles of surface fish exposed to 30 or 60 s of UV-B light compared to controls. (**D**) P(doze) in surface fish in the 3 hr following UV-B exposure (one-way ANOVA: *F_2_*_, 202_ = 14.09, *p*<0.0001). (**E**) The 24 hr P(wake) profiles of cavefish exposed to 30 or 60 s of UV-B light compared to controls. (**F**) P(wake) in cavefish in the 3 hr following UV-B exposure. (**G**) The 24 hr P(doze) profiles of cavefish exposed to 30 or 60 s of UV-B light compared to controls. (**H**) P(doze) in cavefish in the 3 hr following UV-B exposure. (ZT = Zeitgeber time). All treatments were performed at ZT0. Surface: Ctrl n = 65, 30s n = 70, 60s n = 70; Cave: Ctrl n = 41, 30s n = 34, 60s n = 29. All error bars represent S.E.M.

Analysis of sleep- and wake-probability was consistent with these measurements, showing elevated sleep pressure and reduced wake pressure in surface fish during the 3 hr following treatment; in cavefish, there was no change (Figure 2—figure supplement 1). These results confirm that UV-induced DNA damage promotes sleep in *A. mexicanus* surface fish, whereas this response is lost in cavefish.

We examined the effects of the high dose (60 s) of UV treatment at zeitgeber time (ZT) 0 (onset of lights on) on the transcriptional response in surface fish and cavefish. Fish aged 6 dpf were harvested for RNA extraction 90 min following UV exposure (Figure 3—figure supplement 1). PCA analysis of RNA expression showed that the largest factor driving variability in transcriptional response across samples was population, with principal component 1 separating samples by population and accounting for 86% of the variance. Principal component 2 separated samples by treatment and accounted for 9% of the variance (Figure 3B). Analysis revealed numerous genes that were differentially expressed in both populations, including upregulation of the RNA Polymerase regulating transcription factor *fosl1a* and downregulation of *spi-*c (Figure 3C). Numerous genes were selectively differentially expressed, including upregulation of the heat shock protein *hspb9* in surface fish and downregulation of the glucose sensor *gck* in cavefish (Figure 3C, Figure 3—figure supplement 1). To determine if the DDR pathway is activated in cavefish following exposure to UV light, we quantified changes in pathway components in surface fish and cavefish. A heat map of DNA repair genes significantly upregulated in surface fish revealed that several components of DNA repair pathways are differentially expressed in cavefish following UV treatment (Figure 3D). Notably, cyclobutane pyrimidine dimer photolyase (*cpdp*), an important component of the photoreactivation repair pathway for UV-induced DNA damage, responds strongly in surface fish, but fails to respond in cavefish. Although previous groups have reported that *cpdp* is constitutively upregulated in adult cavefish (Beale et al., 2013), our analysis did not align with this finding; however, this could be due to differences in the age or circadian time point studied. A more detailed analysis of previous circadian transcriptomic studies in cavefish revealed that two of the DDR genes are elevated at some, but not all, phases of the circadian cycle (Figure 3—figure supplement 2). Additionally, *xrcc3*, a paralog of human *rad51* that is important for homologous recombination, and *fan1*, a component of the Fanconi Anemia pathway, are nonresponsive to UV-B treatment in cavefish. Conversely, *ube2al*, which is required for post-replication DNA repair, is perhaps even more strongly activated in cavefish compared to surface fish. Together, these findings suggest that DNA repair processes in cavefish have undergone complex changes, with some pathways rendered nonfunctional, while others may have been upregulated to compensate for the loss of function in other areas. To understand transcriptional changes more fully as a result of UV-B treatment, gene set enrichment analysis (GSEA) was performed on both surface fish and cavefish. A large number of pathways were enriched in both populations (Figure 3—figure supplement 1); to examine differences between the transcriptional responses of the two populations, we identified pathways which were specifically enriched in either surface fish or cavefish (Figure 3E). Only surface fish showed significant activation of genes associated with response to ROS and cell redox homeostasis, consistent with measurements of elevated ROS in cavefish, whereas cavefish showed activation of genes associated with metabolic processes and suppression of genes associated with synaptic signaling, suggesting altered responses to DNA damage.

**Figure 3.**
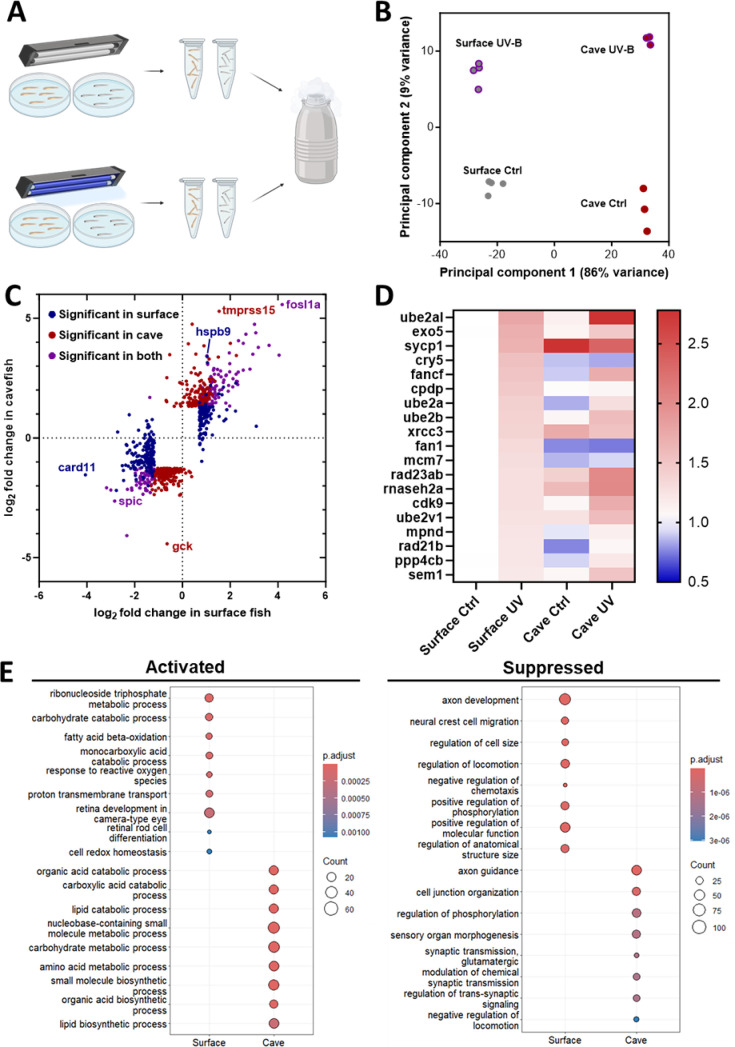
Transcriptional responses to UV-B-induced DNA damage in surface fish and cavefish. (**A**) Schematic of experimental design. (**B**) Multidimensional scaling plot depicting the variances in principal component space between the processed sequencing samples. PC1 two-way ANOVA: (Treatment) *F*_1,10_=6.388, *p*=0.03, (Population) *F*_1,10_=4970, *p*<0.0001, (Interaction) *F*_1,10_=17.56, *p*=0.0019. PC2 two-way ANOVA: (Treatment) *F*_1,10_=465.0, *p*<0.0001, (Population) *F*_1,10_=0.4969, *p*=0.497, (Interaction) *F*_1,10_=18.56, *p*=0.0015 (**C**) Bi-directional volcano plot of changes in gene expression in surface and cave larvae after exposure to DNA-damaging UV-B radiation. (**D**) Heat map of gene expression in DNA repair genes which responded significantly in UV-B-exposed surface fish.

**Figure 3—figure supplement 1.**
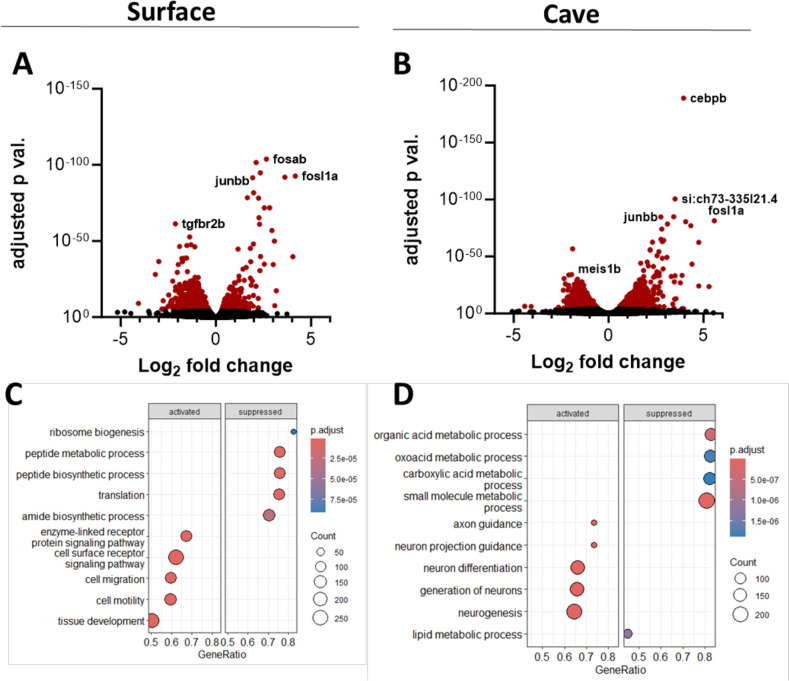
Transcriptional responses to UV-B-induced DNA damage in surface fish and cavefish. (**A**) Volcano plot of gene expression in surface fish in response to UV-B radiation, with significant genes highlighted in red (adjusted *p*<0.05). (**B**) Volcano plot of gene expression in cavefish in response to UV-B radiation, with significant genes highlighted in red (adjusted *p*<0.05). (**C**) Most highly enriched Gene Ontology (GO) terms in a gene set enrichment analysis of surface fish exposed to UV-B radiation. (**D**) Most highly enriched GO terms in a gene set enrichment analysis of cavefish exposed to UV-B radiation.

**Figure 3—figure supplement 2.**
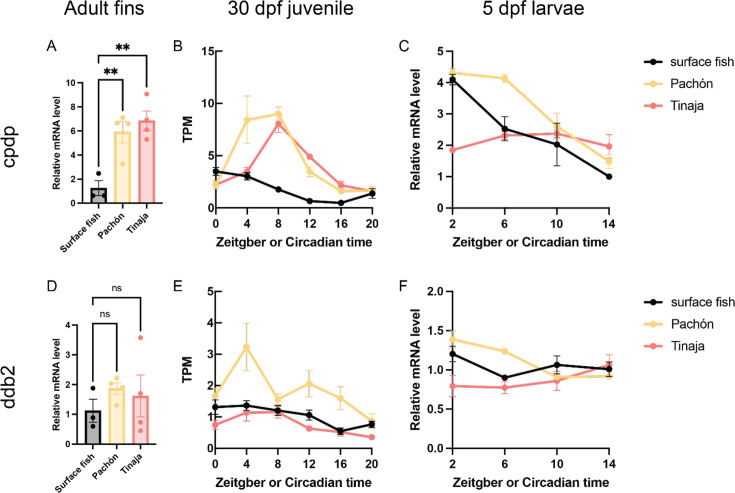
DNA repair gene expression in surface fish and cavefish. (**A,D**) Adult fins were collected at Zeitgeber or Circadian time 8. *cpdp* (**A**) and *ddb2* (**D**) mRNA levels were determined by qPCR. Expression of *cpdp* (one-way ANOVA: *F*=11.99, *p*=0.0039) and *ddb2* (one-way ANOVA: *F*=0.7576, *p*=0.4997) was compared among all populations. ns *p*≥0.05, **p<0.01. (**B,E**) RNA sequencing data obtained from *cpdp* (**B**) and *ddb2* (**E**) gene expression levels in 30 dpf juvenile fish. (TPM: transcript per million). (**C,F**) Fish larvae aged 5 dpf were collected at different Zeitgeber or Circadian times. *cpdp* (**C**) and *ddb2* (**F**) mRNA levels were determined by qPCR.

To quantify DNA damage on a cellular level, we established embryonic fibroblast cell lines derived from surface fish and Pachón cavefish embryos (Figure 4—figure supplement 1). In brief, we dissociated and sterilized cells from embryos less than 12 hr post-fertilization and isolated individual clones that were propagated for over 40 passages. To confirm that the cell lines indeed represented fibroblasts, we stained the cells for the presence of vimentin, a known fibroblast marker (Satelli and Li, 2011). Both cell lines exhibited stable vimentin expression (Figure 4—figure supplement 1). We further validated the fibroblast nature of the cell lines by RNA sequencing, which showed enhanced expression of other fibroblast signature genes such as *col1a1* compared to other cell types, including the previously established liver-derived cell lines (Krishnan et al., 2022) from the same species, mouse stem cells, and mouse embryonic fibroblasts (Wang et al., 2019; Figure 4—figure supplement 1).

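RNA from the surface fish line (SEF) and the Pachón cavefish line (PEF) was sequenced as 3 libraries of each line. All libraries of a line come from the same cell line, so the spread between them does not cover differences between animals or between clones. The authors deposited the number of reads counted on each gene with STAR, without normalization, and TPM values from RSEM, which are transcript levels scaled to the same total in every library. Both tables list the same 27420 Ensembl genes, of which 18877 carry a gene name, and neither gives positions. The paper names the genome Astyanax_mexicanus-2.0 for its UV and aging experiments, and its text does not name the genome or the counting settings for the fibroblast libraries. Whether the counting used strand is not stated, so values of overlapping or antisense genes are uncertain. Reads counted on genes numbered 33381563, 39156850 and 39069901 in SEF replicates 1, 2 and 3, and 36790663, 42506026 and 39420348 in PEF replicates 1, 2 and 3. Expression in PEF was compared with expression in SEF on the read counts, with library sizes normalized by edgeR's TMM method, for the 16670 genes that passed its filterByExpr function. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 10579 genes were differentially expressed at an adjusted p under 0.05. Of these, 5067 were higher and 5512 were lower in PEF. The libraries of the 2 lines did not overlap for 11808 of the tested genes (70.8%), where chance gives 10% of genes for 3 libraries against 3. The alternative that moved the number most tested each gene against a log2 fold change of 1, and gave 5103 genes.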

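Collagen genes of the heat map in Figure 4—figure supplement 1 were among the genes with the highest expression in both lines. The files list *col1a1* as 2 genes, *col1a1a* (ENSAMXG00000015724) and *col1a1b* (ENSAMXG00000002892), between which the authors' counting could have split reads. *col1a1a* was expressed at 3702 ± 1054 TPM (SD, n = 3 libraries) in PEF and at 2010 ± 506 TPM (SD, n = 3) in SEF, at or above 99.8% and 99.7% of all listed genes. *col1a1b* was expressed at 2326 ± 968 TPM (SD, n = 3) in PEF and 1095 ± 399 TPM (SD, n = 3) in SEF. *col1a2* (ENSAMXG00000021065) had 4264 ± 943 TPM (SD, n = 3) in PEF and 4670 ± 1067 TPM (SD, n = 3) in SEF. The levels of *col5a1* (ENSAMXG00000006785) were 213 ± 22.1 TPM in PEF and 298 ± 97.3 TPM in SEF (SD, n = 3 each). The receptor gene *pdgfra* (ENSAMXG00000002629) was expressed at 18.8 ± 5.64 TPM in PEF and 9.21 ± 1.49 TPM in SEF (SD, n = 3 each). Among the 4 stem cell genes of the heat map, *esrrb* and *sox2* had 0 reads in all 6 libraries, which allows up to 3 reads in each, and *nanog* had 1 read in PEF replicate 1 and 0 in the others. The highest level of *sall4* was 2.53 TPM, in PEF replicate 1. Among the 4 liver genes, the highest level of *met* was 2.02 TPM and that of *slc16a13* 1.22 TPM, both in SEF, while *mttp* stayed at or under 0.40 TPM and *hnf1bb* had at most 2 reads in a library. Within each library, the mean log2(TPM + 1) of the 5 fibroblast genes exceeded the mean of the 8 stem cell and liver genes by 9.10 ± 0.29 (SD, n = 3) in PEF and by 8.54 ± 0.38 (SD, n = 3) in SEF. The level fell from replicate 1 to 3 in both lines, from 9.39 to 8.83 in PEF and from 8.95 to 8.20 in SEF. The difference of 0.56 between the lines had p = 0.2 in a two-sided exact permutation test that ignores the replicate number, where 0.1 is the smallest p the design allows, so 3 libraries each cannot settle it. With a pseudocount of 0.1 in place of 1, the levels were 11.60 in PEF and 10.73 in SEF. The liver-derived lines, the mouse stem cells and the mouse embryonic fibroblasts of the heat map were not analysed here. The paper first stains the lines for vimentin, and from this and the enhanced expression of signature genes such as *col1a1* compared with those cell types it concludes that the lines are fibroblasts. RNA of *vim* was low, at 1.23 ± 0.372 TPM in PEF and 3.32 ± 0.718 TPM in SEF (SD, n = 3 each). Some keratin genes, absent from the heat map, lay in the range of the collagen genes. The more highly expressed of 2 *krt8* genes had 3636 ± 208 TPM in PEF and 1270 ± 241 TPM in SEF (SD, n = 3 each). The 13 genes alone therefore do not settle the cell type.

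**Figure D1:**
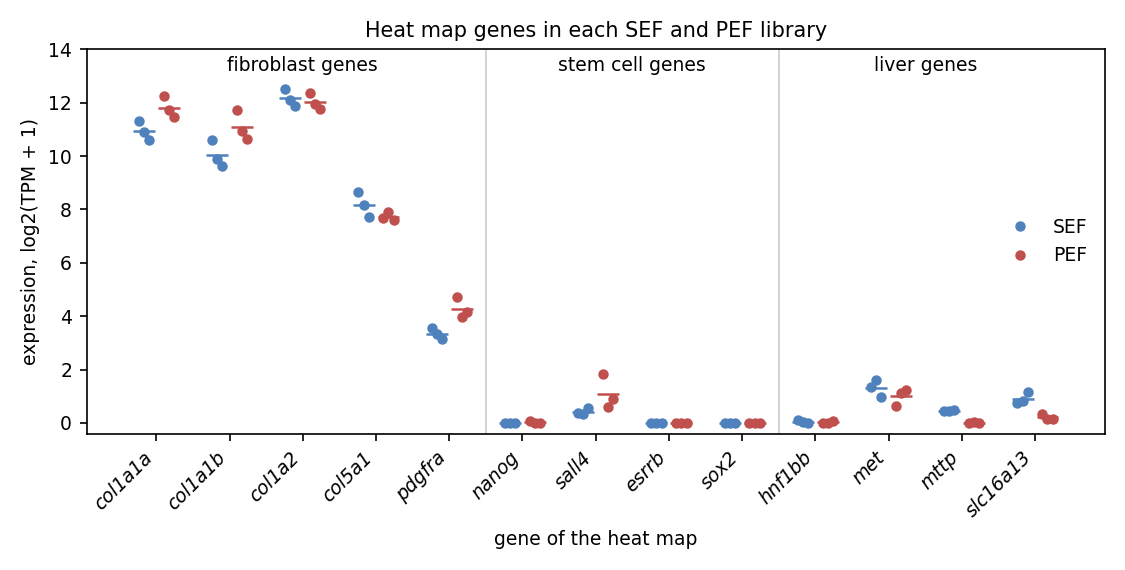
Expression of the 13 heat map genes as log2(TPM + 1) in each SEF and PEF library (points, n = 3 per line) with the mean of each line (horizontal bars). The collagen genes lie at 196 TPM or more in all 6 libraries, and the 8 stem cell and liver genes at 2.53 TPM or less.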

We next used the newly generated fibroblast cell lines to measure the DNA damage level upon UV radiation exposure. We exposed the cells to 100 J/m^2^ UV radiation and visualized UV-induced DNA lesions using an antibody targeting cyclobutene pyrimidine dimer (CPD) as a DNA damage marker. Both the surface fish and cavefish-derived cell lines exhibited strong CPD induction, indicating pronounced UV-induced DNA damage (Figure 4A). We quantified the mean fluorescence per nucleus area using the Cellpose function (Stringer et al., 2021) of ImageJ and found no significant difference between the two derived cell lines (*p*=0.6404, two-way ANOVA, Figure 4B).

**Figure 4.**
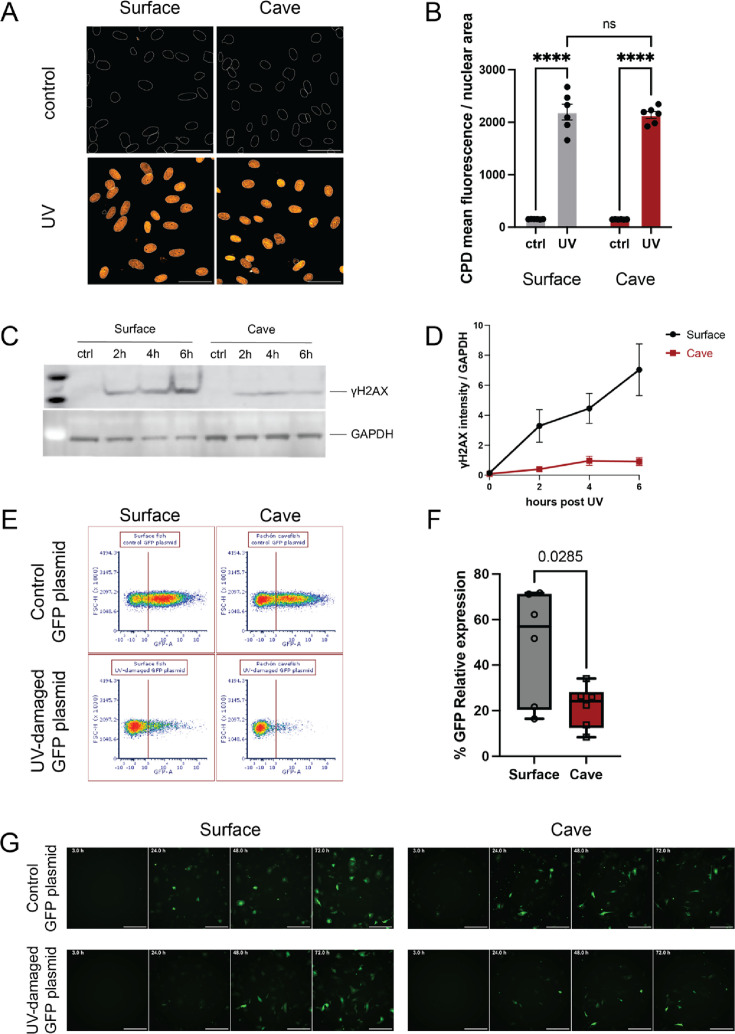
Pachón cavefish-derived cells exhibit a lower UV-induced DNA damage response and repair compared to surface fish. (**A, B**) Immunostaining of cyclobutene pyrimidine dimer (CPD) shows a similar DNA damage level induced by UV in surface fish and Pachón cavefish embryonic fibroblasts. White circles indicate the nuclear area by DAPI staining. Orange indicates CPD. Scale bar, 40 μm. *P*-values were determined by two-way ANOVA: *F*=0.09703, *p*=0.7586. ns *p*=0.6404, ****p<0.0001. (**C, D**) Western blot of γH2AX indicates a diminished DNA damage response in Pachón cavefish embryonic fibroblasts compared to surface fish cells. (**E, F**) Flow cytometry images and quantification for host cell reactivation assays in surface fish and Pachón cavefish embryonic fibroblasts. Red line sets the green fluorescent protein (GFP) positive signal threshold. *P*-values were determined by unpaired *t*-test. (**G**) Representative GFP images for host cell reactivation assays in surface fish and Pachón cavefish embryonic fibroblasts. Scale bars, 500 μm. Figure 4—source data 1.Original gels for data presented in Figure 4. Figure 4—source data 2.Original western blots for data presented in Figure 4.

**Figure 4—figure supplement 1.**
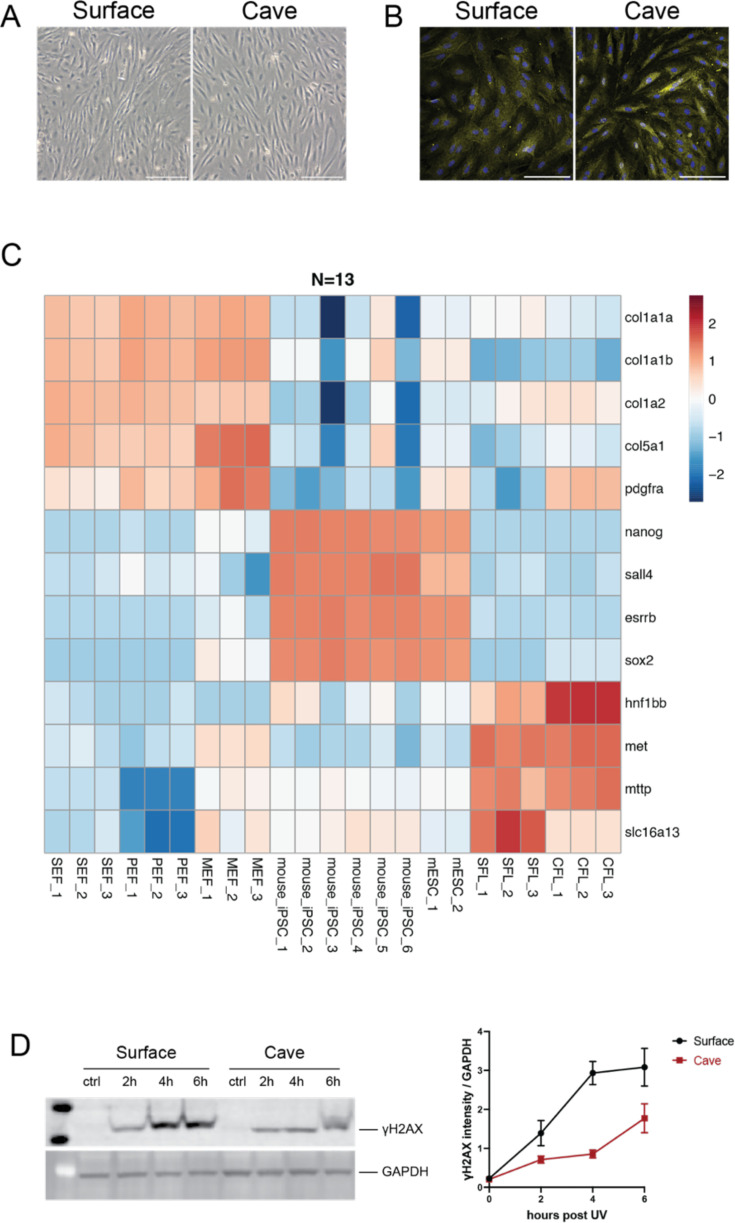
Pachón cavefish-derived cells exhibit a lower UV-induced DNA damage response and repair compared to surface fish. (**A**) Bright field images of surface fish and Pachón cavefish embryonic fibroblasts. Scale bar, 200 μm. (**B**) Immunostaining of vimentin in surface fish and Pachón cavefish embryonic fibroblasts. Yellow and blue show vimentin and DAPI staining, respectively. Scale bar, 100 μm. (**C**) Heat map of differentially expressed genes among different cell types. The number below the heat map indicates independent biological replicates (n=13). Red and blue indicate upregulated and downregulated genes, respectively. (SEF: surface fish embryonic fibroblast; PEF: Pachón cavefish embryonic fibroblast; MEF: mouse embryonic fibroblast; iPSC: induced pluripotent stem cell; mESC: mouse embryonic fibroblast; SFL: surface fish liver-derived cell; CFL: Pachón cavefish liver-derived cell). (**D**) Western blot of γH2AX indicates a diminished DNA damage response in Pachón cavefish liver-derived cells compared to surface fish liver-derived cells. Figure 4—figure supplement 1—source data 1.Original gels for data presented in Figure 4—figure supplement 1. Figure 4—figure supplement 1—source data 2.Original western blots for data presented in Figure 4—figure supplement 1.

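Of the 13 genes of the heat map, 9 had enough reads for a test of PEF against SEF, and 6 of these were differentially expressed, 4 higher and 2 lower in PEF. Adjusted over the list alone, 6 genes were called as well, but the study picked these genes on comparisons that include these libraries, so that count is not independent evidence. The log2 fold change of *col1a1a*, PEF over SEF, was 0.91 (standard error 0.25, adjusted p = 0.0154 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 1.19 for *col1a1b* (standard error 0.34, adjusted p = 0.0187 from edgeR's quasi-likelihood test). Neither copy passed the threshold without SEF replicate 2, with edgeR adjusted p-values of 0.0615 and 0.0717, or without SEF replicate 3, with 0.0568 and 0.0628. *pdgfra* had a log2 fold change of 1.12 (standard error 0.20, adjusted p = 0.00213 from edgeR's quasi-likelihood test), which stayed between 0.91 and 1.25 when each library was left out in turn. For *sall4* (ENSAMXG00000001254), the value was 1.97 (standard error 0.59, adjusted p = 0.0221 from edgeR's quasi-likelihood test) on 80 to 321 reads in PEF and 35 to 68 in SEF. The call of *sall4* was lost without SEF replicate 1 or 2, with adjusted p-values of 0.0727 and 0.0782, and without PEF replicate 1 its log2 fold change was 1.14. *slc16a13* (ENSAMXG00000013028) had a log2 fold change of −2.26 (standard error 0.45, adjusted p = 0.00354 from edgeR's quasi-likelihood test). *mttp* (ENSAMXG00000034773) had at most 2 reads in a PEF library and 39 to 50 in SEF, at least 14.8-fold lower in PEF when the floor of 3 reads is set against SEF (edgeR adjusted p = 0.000200). No difference was detected for *col1a2*, *col5a1* and *met* (ENSAMXG00000002094), whose log2 fold changes were −0.05, −0.39 and −0.39 with edgeR adjusted p-values of 0.842, 0.193 and 0.519. *col5a1* was called without SEF replicate 3, at a log2 fold change of −0.59. Over all alternatives, adjusted p-values ranged from 0.00166 to 0.806 for *col1a1a*, from 0.00176 to 0.338 for *col1a1b* and from 0.00150 to 0.121 for *sall4*. On log2(TPM + 1) values of genes with at least 1 TPM in 3 libraries, 3 of the 13 genes were called, since *sall4*, *mttp* and *slc16a13* were not tested there.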

To assess whether a similar level of DNA damage in the different cell lines results in variations in DNA damage repair, we quantified γH2AX levels after UV treatment. Measurements were taken bi-hourly for 6 hr post-exposure. The surface fish cells demonstrated a marked increase in γH2AX, whereas the cavefish cell lines showed only a modest rise, implying a diminished UV damage repair capability in cavefish cells (Figure 4C and D). To validate these results, we repeated these experiments on liver-derived cell lines (Krishnan et al., 2022) and observed a similar trend of reduced levels of γH2AX after radiation exposure in cavefish-derived cells, while the surface fish cells showed strong induction (Figure 4—figure supplement 1). This pattern suggests that the DDR differences are not confined to tissue type. To directly test the ability to repair DNA, we employed a host cell reactivation assay (Nagel et al., 2014; Tian et al., 2019). Briefly, the green fluorescent protein (GFP) plasmid was treated with 600 J/m^2^ UV. We transfected the cell lines with either an intact or the in vitro UV-damaged GFP plasmid and tracked GFP fluorescence recovery after 50 hr using flow cytometry as a proxy for the ability of the host cell to repair the plasmid (Figure 4G). Consistent with the γH2AX findings, the UV-damaged plasmid-transfected cavefish cells displayed a substantially lower GFP signal recovery (~22% relative to control) than the surface fish cells (~49% relative to control) (Figure 4E and F). These observations, indicating a diminished DNA repair capacity, align with the sleep behavior differences we observed in UV-treated fish larvae.

DNA damage in the brain, ROS in the gut, and sleep loss are associated with aging (Carroll and Prather, 2021; Maynard et al., 2015; Schumacher et al., 2021). While *A. mexicanus* cavefish have evolved many traits that would be detrimental to humans or other species, there is evidence that they have also evolved metabolic and physiological resilience, enabling them to enjoy a similar or even extended lifespan compared to surface fish (Lunghi and Bilandžija, 2022; Medley et al., 2022; Riddle et al., 2018a). To examine the effects of long-term accumulation of DNA damage in the brain, elevated gut ROS, and sleep loss, we examined the transcriptional profiles of tissue in young and aged fish. Briefly, we dissected the brain, gut, liver, muscle, and heart of young (~1 year old) and aged (7–8 year old) surface fish and Pachón cavefish. PCA analysis of brain samples revealed a strong contribution of population to the sample variance, with samples separated by population across PC1 and accounting for 51% of the variance (Figure 5A). Interestingly, while surface fish samples were separated by age across PC2, there was no separation of samples by age in cavefish (Figure 5A). The same trend held true for gene expression in the gut (Figure 5—figure supplement 1). PCA plots of gene expression in the heart and liver did not show clear separation across either population or age, while muscle tissue showed separation by population, but not age (Figure 5—figure supplement 1). To examine the impacts on the broader transcriptome, we compared the number of differentially expressed genes between young and aged populations of surface fish and cavefish. Across all tissues, there were markedly more transcripts that were differentially expressed between young and aged surface fish than cavefish in the brain, gut, heart, liver, and muscle (Figure 5B). Together, these findings reveal that the transcriptome of cavefish is resilient to age-associated changes despite sleep loss, elevated ROS, and elevated DNA damage.

**Figure 5.**
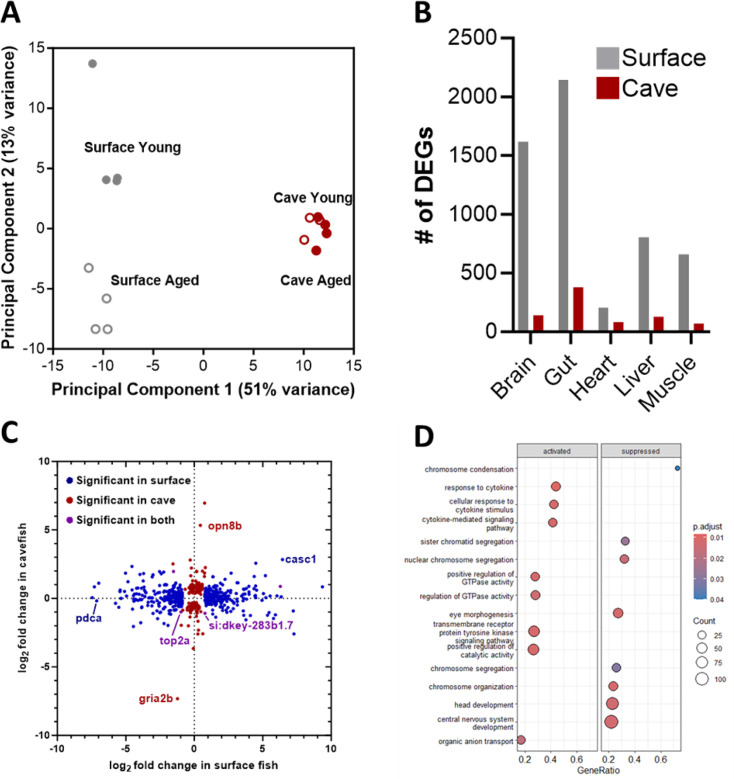
Transcriptional response to aging is diminished in cavefish across tissues. (**A**) Multidimensional scaling plot plotting the distances in principal component space between the brain samples. PC1 two-way ANOVA: (Treatment) *F*_1,11_=4.209, *p*=0.0648, (Population) *F*_1,11_=2133, *p*<0.0001, (Interaction) *F*_1,11_=0.029, *p*=0.867 PC2 two-way ANOVA: (Treatment) *F*_1,11_=16.83, *p*=0.0018, (Population) *F*_1,11_=0.0002, *p*<0.99, (Interaction) *F*_1,11_=19.37, *p*=0.0011 (**B**) Number of differentially expressed genes in the aged condition across tissues. (**C**) Bi-directional volcano plot depicting differences in gene expression between young and aged brains. (**D**) Dot plot visualizing the top 8 activated and suppressed gene ontology terms in aged cavefish brains resulting from gene set enrichment (GSE) analysis.

**Figure 5—figure supplement 1.**
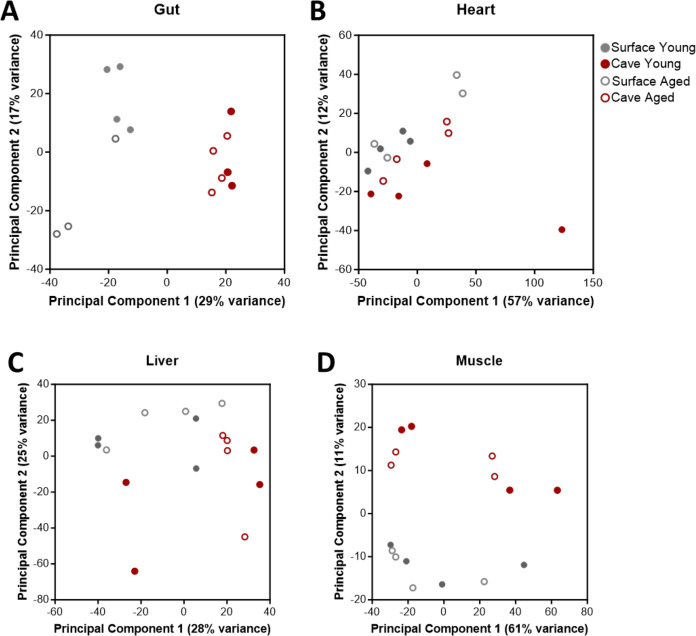
Aging-induced changes in gene expression. Multi-dimensional scaling plots of gene expression in young and aged surface fish and cavefish samples, in the gut (**A**) PC1 two-way ANOVA: (Treatment) *F*_1,11_=10.41, *p*=0.0081, (Population) *F*_1,11_=264, *p*<0.0001, (Interaction) *F*_1,11_=3.135, *p*=0.1043. PC2 two-way ANOVA: (Treatment) *F*_1,11_=8.257, *p*=0.0151, (Population) *F*_1,11_=0.594, *p*=0.4571, (Interaction) *F*_1,11_=7.113, *p*=0.0219. Heart (**B**) PC1 two-way ANOVA: (Treatment) *F*_1,12_=0.0302, p=0.8649, (Population) *F*_1,12_=0.8455, *p*=0.376, (Interaction) *F*_1,12_=0.9535, *p*=0.3481. PC2 two-way ANOVA: (Treatment) *F*_1,12_=7.354, *p*=0.0189, (Population) *F*_1,12_=0.7584, *p*=0.0175, (Interaction) *F*_1,12_=0.3345, *p*=0.5737. Liver (**C**) PC1 two-way ANOVA: (Treatment) *F*_1,12_=1.067, *p*=0.3219, (Population) *F*_1,12_=4.521, *p*=0.0549, (Interaction) *F*_1,12_=0.1329, *p*=0.7217. PC2 two-way ANOVA: (Treatment) *F*_1,12_=2.039, *p*=0.1788, (Population) *F*_1,12_=6.986, *p*=0.0214, (Interaction) *F*_1,12_=0.0419, *p*=0.8413. Muscle (**D**) PC1 two-way ANOVA: (Treatment) *F*_1,12_=0.5895, *p*=0.4574, (Population) *F*_1,12_=0.7313, *p*=0.4092, (Interaction) *F*_1,12_=0.01396, *p*=0.9079. PC2 two-way ANOVA: (Treatment) *F*_1,12_=0.15, *p*=0.7053, (Population) *F*_1,12_=89.42, *p*<0.0001, (Interaction) *F*_1,12_=0.009, *p*=0.9251.

**Figure 5—figure supplement 2.**
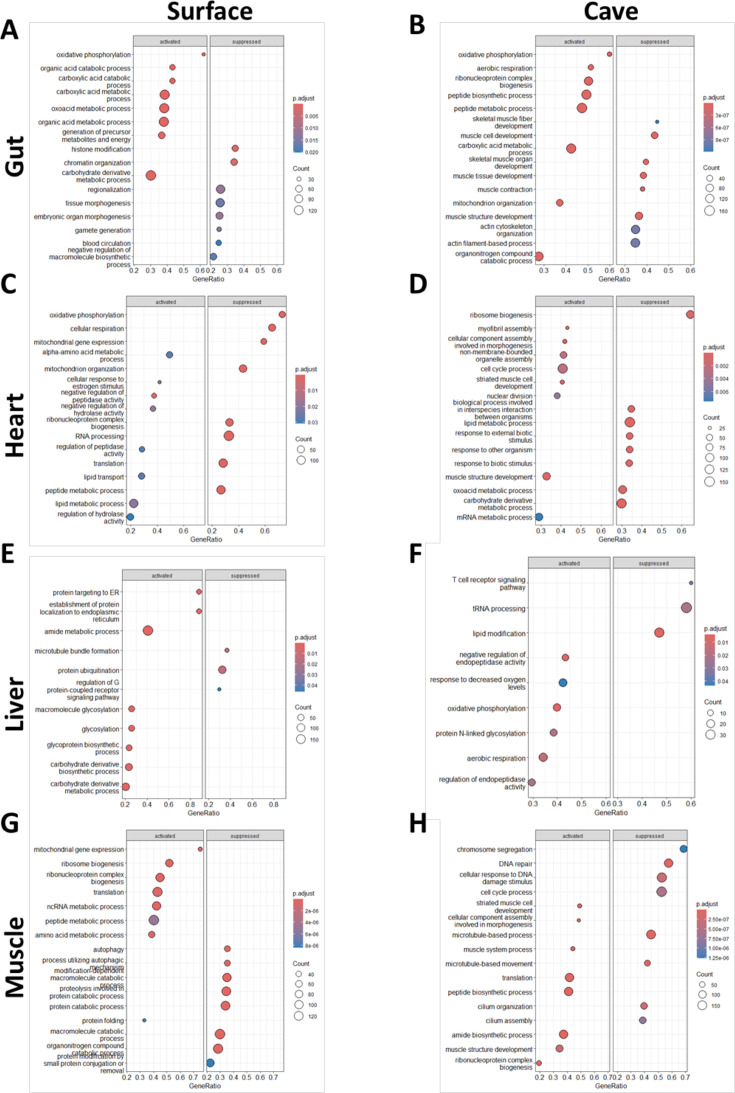
Gene set enrichment (GSEA) analyses of aging surface fish and cavefish tissues. Top Gene Ontology (GO) terms resulting from GSEA analysis in aged surface fish (left) and cavefish (right) tissues. Gut (**A, B**), heart (**C, D**), liver (**E, F**), and muscle (**G, H**). Top eight results in each direction are shown; if than eight terms were enriched, all results are shown.

We sought to examine the specific genes that were differentially expressed between surface fish and cavefish, providing potential mechanisms of resilience to DNA damage and sleep loss. Because sleep is considered necessary, specifically for the repair of neuronal DNA damage, we first examined transcriptional differences in the aging surface fish and cavefish brains. Within the brain, there were only five genes which showed significant changes in both surface fish and cavefish; among these was the gene *top2a*, which is reduced in both populations (Figure 5C). *Top2a* is considered essential for structural maintenance of chromosomes during cell division. Intriguingly, GSEA analysis did not reveal any significantly enriched pathways in aged surface fish brains despite the high number of differentially regulated genes, while the aged cavefish brains showed suppression of gene sets related to chromosome condensation and segregation (Figure 5D). These processes are known to deteriorate with age because of unrepaired DNA damage, particularly in the brain (Barroso-Vilares et al., 2020). Across non-brain tissues, we found enrichment for a wide variety of processes, some of which overlapped across tissues and populations and some of which did not, consistent with the idea that aging is a complex process governed by many factors (Figure 5—figure supplement 2). Taken together, these results indicate that, despite elevated levels of DNA damage and impaired DNA damage and repair mechanisms, cavefish are at least partially protected from their harmful effects and exhibit reduced transcriptional changes during aging.

## Discussion

We have investigated differences in DNA damage and the DDR pathway in *A. mexicanus,* a model for evolved sleep loss. UV and other agents that induce DNA damage promote sleep in diverse animals, suggesting a fundamental and highly conserved relationship between DNA damage and sleep regulation (Bellesi et al., 2016; DeBardeleben et al., 2017; Zada et al., 2021). Similarly, we find that DNA damage in the brain and ROS levels in the gut are elevated in Pachón cavefish compared to surface fish. These findings are consistent with the phenotypes of sleep-deprived invertebrates and mammals, supporting the notion that cavefish are sleep-deprived (Bellesi et al., 2016; Vaccaro et al., 2020). Beyond the Pachón cavefish population, the two other larval cavefish populations tested to date have reduced sleep compared to surface fish (Duboué et al., 2011; Jaggard et al., 2020). Further investigation of DNA damage in these populations is necessary to determine whether the cellular effects of sleep loss are conserved in independently evolved cavefish populations (Moran et al., 2022; Yoshizawa et al., 2015). There are many species that have evolved sleep loss, particularly in defined ecological contexts, including newborn cetaceans that forgo sleep, the Arctic tern that suppresses sleep during the mating season, and frigate birds that have reduced and unilateral sleep during prolonged flight (Lesku et al., 2012; Lyamin et al., 2005; Rattenborg et al., 2016). It will be highly informative to investigate the presence of DNA damage and other markers of sleep loss within a natural ecological context and in evolutionary models with altered sleep.

Multiple studies have now revealed changes in sleep, locomotor behavior, and DNA damage across different species of cavefish (Keene et al., 2024). The adaptive value of these changes in a natural setting, and their impact on longevity, remain poorly understood. Additional experiments are necessary to address the cellular relationship between sleep and DNA damage. In zebrafish, sleep loss induces DNA damage, while inducing DNA damage promotes sleep (Zada et al., 2021). These findings suggest that DNA damage contributes to sleep homeostasis. We have previously shown that cavefish rebound following sleep deprivation, suggesting they maintain an intact sleep homeostat (McGaugh et al., 2020b).

Our cellular analysis further revealed a muted DDR in cavefish, which likely contributes to the increased DNA damage noted in vivo. Since photolyases are primarily utilized for the repair of UV-induced cyclobutene pyrimidine dimers, and their repair processes are also dependent on light input (Liu et al., 2011), it is plausible that these genes were not favored by natural selection in cavefish, leading to accumulated mutations and a loss of functional DNA damage response. This hypothesis is supported by findings that Somalian cavefish have lost critical DNA repair enhancers needed for an induced DDR (Zhao et al., 2018). The fact that Mexican cavefish retain some capacity for light-induced DNA repair might be attributed to their relatively recent divergence from their surface-dwelling counterparts, estimated to be less than 200,000 years ago (Fumey et al., 2018; Herman et al., 2018). Although our findings are consistent with studies on DNA repair in other cavefish species, they contrast with previous research suggesting an increased DNA repair function in certain *Astyanax* cavefish populations (Beale et al., 2013). 

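DNA repair genes were compared between PEF and SEF in the libraries of Figure 4—figure supplement 1, whose heat map shows none of the genes of Figure 3D. The list was the 19 genes of Figure 3D, which the study chose on UV-treated larvae, and *ddb2*, measured in Figure 3—figure supplement 2. The paper's methods name no UV treatment of the sequenced fibroblasts, so a response to UV was not measured here. In the paper's qPCR of adult fins, *cpdp* differed among populations and no difference was found for *ddb2*. In these cell lines *ddb2* was called and *cpdp* was not. Of these 20 genes, 19 had enough reads for a test, and 7 were differentially expressed, 4 higher and 3 lower in PEF. Adjusted over the list alone, 7 genes were called, again 4 higher and 3 lower. *ddb2* (ENSAMXG00000000525), a gene of nucleotide excision repair, was expressed at 20.0 ± 0.655 TPM (SD, n = 3) in PEF and 3.85 ± 0.998 TPM (SD, n = 3) in SEF. Its log2 fold change was 2.42 (standard error 0.19, adjusted p = 4.40e-05 from edgeR's quasi-likelihood test). *mpnd* (ENSAMXG00000031702) was higher by a log2 fold change of 1.66 (standard error 0.13, adjusted p = 4.23e-05 from edgeR's quasi-likelihood test). Both *ddb2* and *mpnd* lie on chromosomes of the RefSeq assembly AstMex3_surface whose genes had a median log2 fold change above 0, of 0.57 and 0.36. The largest difference was that of *rad21b* (ENSAMXG00000020698), with 393 to 451 reads in PEF and 0 to 5 in SEF (log2 fold change 7.28, standard error 0.47, adjusted p = 1.88e-05 from edgeR's quasi-likelihood test). The photolyase gene *cry5* (ENSAMXG00000006386) was expressed at 2.59 ± 0.739 TPM in PEF and 1.28 ± 0.462 TPM in SEF (SD, n = 3 each), a log2 fold change of 1.40 (standard error 0.32, edgeR adjusted p = 0.00695). Its call was lost on log2(TPM + 1) values without a filter, at an adjusted p of 0.0548 from limma, and when tested with edgeR against a log2 fold change of 1, at 0.129, in a range from 0.000332 to 0.129 over all alternatives. The genes lower in PEF were *exo5* at a log2 fold change of −1.64 (edgeR adjusted p = 7.75e-05), *fancf* at −2.05 (0.00315) and *ube2b* at −0.37 (0.00985). *ube2b*, *ube2a* and *ube2al* are related genes whose reads the counting could have split. The photolyase gene *cpdp* (ENSAMXG00000001885) was expressed at 5.43 ± 1.77 TPM in PEF and 4.63 ± 1.16 TPM in SEF (SD, n = 3 each), with a log2 fold change of 0.25 (edgeR adjusted p = 0.442). The other 11 tested genes had log2 fold changes from −0.64 for *mcm7* to 0.46 for *fan1*, and *sycp1* had at most 1 read in a library. The reference gene *rpl13a* had a log2 fold change of −0.08 (edgeR adjusted p = 0.743). Among the alternatives, the number of genes called ranged from 5, when tested against a log2 fold change of 1, to 10, without SEF replicate 3.

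**Figure D2:**
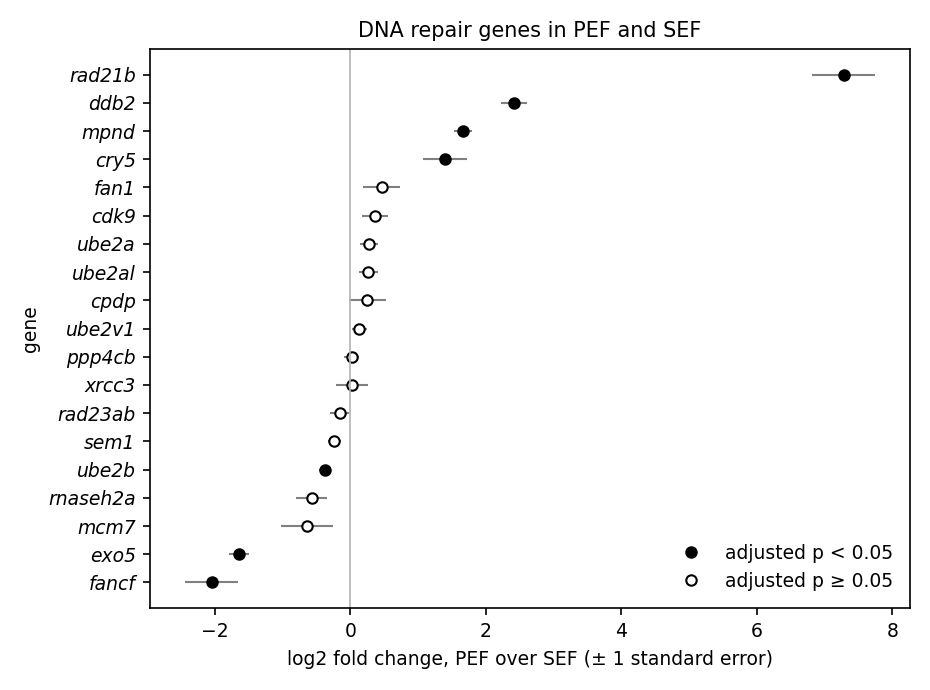
Log2 fold change (PEF over SEF, horizontal axis) of the 19 tested genes of Figure 3D and *ddb2*, with bars of 1 standard error from edgeR on 3 libraries per line. Filled points mark the 7 genes with an adjusted p under 0.05, from *fancf* at −2.05 to *rad21b* at 7.28.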

While increased expression of some DNA repair genes is also observed in our study (Figure 4—figure supplement 1), our cellular assays demonstrate that this does not equate to enhanced DNA repair activity. However, our analysis focused only on two different cell lines (embryonic fibroblasts and liver-derived cells), while the previous study looked at DNA repair in fins (Beale et al., 2013). Further research will be required to resolve these differences and fully understand DNA repair dynamics in cavefish.

In *Drosophil*a and mice, both acute and chronic sleep loss is associated with reduced longevity, and it is postulated that ROS-associated gut dysregulation leads to death in chronically sleep-deprived individuals (Vaccaro et al., 2020). Therefore, it is interesting that cavefish do not exhibit clear signs of accelerated aging compared to surface fish (Medley et al., 2022; Riddle et al., 2018a). The lifespan of surface and cave populations of *A. mexicanus* is reported to exceed 20 years, largely preventing the use of longevity as a readout for aging (Rohner, personal communication). However, DNA damage and aging-associated transcriptional changes can provide a proxy for biological aging. The findings that the transcriptional architecture of cavefish does not vary to the degree of surface fish indicate a form of genomic stability or a decelerated aging process, which could be a focal point for future research into the mechanics of aging and its relationship with sleep and DNA repair. In addition to sleep loss, cavefish have fatty livers, reductions in heart regeneration, and chronically elevated blood glucose (Aspiras et al., 2015; Riddle et al., 2018a). These findings raise the possibility that cavefish may have evolved a broad range of resilience mechanisms to biological stress. Consistent with this notion, cavefish have evolved a reduced metabolic rate and elevated metabolites associated with hypoxia and longevity (Medley et al., 2022). Many of these features, such as reduced metabolic rate, are present in other long-lived organisms, including the naked mole-rat (*Heterocephalus glaber*) and the cave olm (*Proteus anguinus*) (Lunghi and Bilandžija, 2022). Comparing differences between surface fish and cavefish, or similarities between cavefish and other long-lived models, may provide a system to study resilience to biological stress.

Taken together, these findings suggest that cavefish can be used as a model to study the evolved loss of DDR and biological resilience. Growing genetic and genomic tools in cavefish, including multiple chromosome-level sequenced genomes and single-cell RNA sequencing atlases, may allow for the identification of markers of selection for DNA repair and cell-type-specific transcriptional changes in sleep-regulating neurons. In addition, the study of DNA damage and ROS in additional populations of cavefish provides the opportunity to identify multiple mechanisms of DNA damage response.

## Materials and methods

### Fish husbandry

Fish used in behavioral, immunohistochemistry, and UV-B experiments were generated and raised at Texas A&M University in dedicated aquarium facilities, with water temperature maintained at 23 °C on a 14 hr light: 10 hr dark schedule as previously described (Kozol et al., 2023b). To stimulate breeding, water temperature was raised by ~2 °C with a submersible heater, and fish were fed frozen bloodworms to satiation 2–3 times daily (Elipot et al., 2014). Following breeding, embryos were collected from tanks and raised in a temperature-controlled incubator under the same temperature and light cycle until used for experiments. Fish used for tissue dissections were collected from aquarium facilities at Florida Atlantic University, maintained under the same conditions. Fish and embryos used for cell line derivation were collected from the cavefish facility at the Stowers Institute for Medical Research, maintained under similar conditions, except for the food. Adult fish were fed with Mysis shrimp once in the morning and Gemma 800 (Skretting, Gemma Silk) once in the afternoon. Fish in the breeding cycle were fed with Gemma 800 once at noon.

### Fibroblast cell line derivation

Embryos were collected after spawning and were dechorionated before 14 hr post fertilization (hpf). Embryos were then washed in washing media (PBS supplemented with 50 U/ml Penicillin +0.05 mg/ml Streptomycin) for 30 min three times. Five embryos were transferred to a sterile 1.5 ml tube with 0.5 ml of wash media, where the yolk sac of the embryos was removed by pipetting up and down ~10 times with a 200 μl pipette tip. Tissues in 1.5 ml tubes were then centrifuged at 1200 g for 2 min at room temperature (RT) and the supernatant was discarded carefully. Next, 300 μl of TrypLE (Thermo Fisher Scientific, #12604021) was added to each 1.5 ml tube and incubated at 28 °C for 5 min in a thermomixer at 800 g. Once the embryos were dissociated, embryo tissues were pipetted up and down several times, followed by centrifugation at 1200 g for 4 min. Cell pellets were resuspended in 400 µl growth media containing 15% fetal bovine serum (FBS) (Cytiva, #SH30071.02E), 0.8 mM calcium chloride, 1 μg/ml human insulin solution (Sigma, #I9278), and 1 X L-Glutamine (Thermo Fisher Scientific, #25030081) in L-15 (Corning, #10–045-CV), and transferred to 1 well of a 48 well plate coated with 0.1% gelatin in advance. Cells were maintained and incubated with growth media in the incubator at 28 °C without CO_2_ and were observed every day with media changes 3 times per week (400 μl per well). Cells usually reached confluency 7–10 days after derivation. Cells were passaged once a week at a 1:4 to 1:10 ratio and expanded for cryopreservation in freezing media (90% FBS +10% DMSO) at 2×10^6^ per vial.

### Host cell reactivation (HCR) assay

Experiments were designed and protocols were modified based on two previous studies (Domankevich et al., 2018; Tian et al., 2019). An amount of 25 μl of pmaxGFP plasmid from Lonza Amaxa cell Nucleofector Kit V (Lonza, #VCA-1003) at a concentration of ~0.2 μg/μl was aliquoted into a 10 cm plate and irradiated with 600 J/m^2^ of UV-C light with the lid open. The same batch of UV-treated plasmids was used for testing all species to avoid batch-to-batch variation. Next, 1.2×10^6^ cells were co-transfected with 6 μg of treated or untreated pmaxGFP. For each reaction, 82 μl base media and 18 μl of supplement was used to make the Nucleofector Solution. Cell pellets were resuspended carefully in 100 µl RT Nucleofector Solution per sample with 5 μg treated or untreated pmaxGFP added, then transferred into a certified cuvette. It was necessary for the samples to cover the bottom of the cuvette without air bubbles. Transfections were carried out with program T-027 using Amaxa Nucleofector II. Cuvettes were taken out of the holder once the program was finished. An amount of 20 μl of the mixture was added to 24-well plates with 1 ml of cell media and imaged every 1.5 hr for 3 days using a Nikon ECLIPSE Ti2 microscope with a 10 X lens; the rest of the cells were added to 6-well plates with 3 ml of cell media for flow cytometry analysis.

### Flow cytometry

Cells were harvested 50 hr post-transfection. The cell pellet collected from each well of a 6-well plate was resuspended in 500 μl 1 X PBS. An amount of 1 μl of Ghost Dye solution (Cytek Bioscience, #13–0865 T100) was added to each 500 μl cell suspension, vortexed immediately, and was then incubated for 30 min at 2–8°C protected from light. After incubation, the cell suspension was spun at 400 g for 5 min at RT and the supernatant was discarded. Next, 500 μl of media was added to the cell pellets to prepare for flow cytometry using Cytek Aurora. The %GFP relative expression (%RE) was calculated using *F*=N×MFI/S, where N is the total number of live cells appearing in the positive region for GFP, MFI is the mean fluorescence intensity of the N cells, and S is the total number of live cells; %RE = F_t_/F_u_, where F_t_ is the F of cells transfected with treated plasmids and F_u_ is the F of cells transfected with undamaged plasmids. Live cells were identified based on altered forward and side scatters.

### Immunohistochemistry

For immunostaining in fish, larvae aged 6 dpf were fixed at ZT1 in a 1 X Phosphate Buffer Solution (PBS) with 4% Paraformaldehyde and 0.1% Tween 20 for 6 hr on ice as previously described (Jaggard et al., 2020; Kozol et al., 2023a). After fixation, samples were rinsed three times in PBS with 0.1% Tween 20 (PBT) at RT, with 10 min between rinses. Samples were incubated overnight at 4 °C in 1:500 anti-γH2AX (Genetex, #GTX127342) with 0.1% PBT and 2% Bovine Serum Albumin (BSA). After overnight incubation, samples were rinsed 3 times in 0.1% PBT at RT, with 10 min between rinses. Next, samples were incubated in 1:500 Goat anti-rabbit 488 (Abcam, #ab150077) and 1 μg/ml DAPI (Thermo Fisher Scientific, #D1306) in 0.1% PBT. Finally, samples were rinsed again 3 times in 0.1% PBT at RT with 10 min between rinses, stored overnight at 4 °C, and then imaged on a Nikon A1 confocal microscope with a 20 X water immersion lens.

For vimentin staining in cell culture, cells were fixed with 4% paraformaldehyde in PBS for 15 min at RT. After fixation, cells were rinsed 3 times in PBS at RT, with 5 min between rinses. After fixation, cells can be stored for up to 1 week at 4 °C. Fixed cells were permeabilized with 0.1% Triton in PBS for 30 min at RT, then blocked with 20% FBS diluted in 0.1% PBT for 1 hr at RT. Samples were then incubated overnight at 4 °C with 1:200 anti-vimentin antibody (Sigma, #V5255) in blocking buffer. After overnight incubation, samples were rinsed 3 times in 0.1% PBT at RT with 5 min between rinses. Next, samples were incubated for 1 hr at room temperature in darkness with 1:300 Donkey Anti-Mouse IgG (H+L) 568 (Biotium, #20105) and 1 μg/ml DAPI (Sigma, #10236276001) in 5% FBS and 0.1% PBT. Finally, samples were rinsed again three times in 0.1% PBT with 5 min between rinses, rinsed once with PBS, stored overnight at 4 °C, and then imaged on a Nikon ECLIPSE Ti2 confocal microscope with a 40 X water immersion lens.

For CPD staining in cell culture, cells were plated at 2×10^5^ per well in a glass-bottom dish (Cellvis, #D35C4-20-1.5-N) 2 days before the experiment. Cells were washed once with PBS, and cell media was removed before exposure to 100 J/m^2^ UV-C (Stratalinker UV Crosslinker, Model 2400, #400075). Cells were fixed 5 min after UV-C treatment using 4% paraformaldehyde in PBS for 15 min at RT. After fixation, cells were rinsed three times in PBS at RT with 5 min between rinses. After fixation, cells can be stored up to 1 week at 4 °C. Fixed cells were permeabilized with 0.1% Triton in PBS for 30 min at RT, followed by two rinses in PBS with 5 min between rinses. Next, 2 M Hydrochloric acid (HCl) was used to denature cellular DNA for 30 min at RT, followed by five rinses in 0.1% PBT with 5 min between rinses. After this, cells were blocked with 20% FBS diluted in 0.1% PBT for 1 hr at RT. Samples were then incubated overnight at 4 °C with 1:1000 anti-CPD antibody (TDM-2, Cosmo Bio, #CAC-NM-DND-001) in blocking buffer. After overnight incubation, samples were rinsed three times in 0.1% PBT at RT with 5 min between rinses. Next, samples were incubated for 1 hr in darkness with 1:300 Donkey Anti-Mouse IgG (H+L) 568 (Biotium, #20105) and 1 μg/ml DAPI (Sigma, #10236276001) in 5% FBS and 0.1% PBT. Finally, samples were rinsed again three times in 0.1% PBT with 5 min between rinses, rinsed once with PBS, stored overnight at 4 °C, and then imaged on a Nikon ECLIPSE Ti2 confocal microscope with a 40 X water immersion lens.

### Western blot analysis

Fish fibroblast cells and liver-derived cells (Krishnan et al., 2022) were plated at 5×10^4^ per well in 6-well plates 4 days before the experiment. Cell media was removed before cells were exposed to 3000 J/m^2^ UV-C. Fresh cell growth media was added to the cells and incubated for 2, 4, or 6 hr. Lysis buffer was made with 1 X protease inhibitor (25 X stock, Sigma, #11873580001) and 1 X phosphatase inhibitor (100 X stock, Cell Signaling, #5870 S) in RIPA buffer (Thermo Fisher Scientific, #89900). Next, 100 μl lysis buffer was added to each well, and cells were detached by cell scraper (VWR INTERNATIONAL, #10062–904). Samples were fully lysed by pipetting up and down ~5 times with a fine needle syringe (BD Medical, #328438) and vortexed for 10 s. The supernatant was collected as protein fractions after two rounds of centrifugation at 12,000 g for 20 min at 4 °C. Protein concentrations were determined by bicinchoninic acid (BCA) protein assay (Thermo Fisher Scientific, #23227).

Protein samples were loaded onto the protein gel (Thermo Fisher Scientific, #NP0323BOX) at ~10–13 μg per lane. Protein gels were run in MOPS buffer (Thermo Fisher Scientific, #NP0001) at 130 V for 80 min, then transferred to PVDF membrane (Sigma, #IPVH00010) at 4 °C at 215 mA for 50 min. PVDF membranes were blocked in blocking buffer (LI-COR, #927–80001) for an hour at RT, then incubated with primary antibody overnight at 4 °C in 1:1000 anti-γH2AX (Genetex, #GTX127342) and 1:1000 anti-GAPDH (Proteintech, #60004–1-Ig) with blocking buffer. On the next day, PVDF membranes were washed three times in 0.1% TBST with 5 min between rinses and incubated with 1:10,000 Donkey anti-mouse (LI-COR, #926–32212) and anti-rabbit (LI-COR, #926–68073) secondary antibody at RT for an hour. Finally, samples were rinsed again three times in 0.1% TBST with 10 min between rinses, and then imaged and quantified on LI-COR Odyssey CLx with Image Studio v5.2 software.

### ROS imaging

ROS imaging was implemented based on previous protocols used in *Drosophila* (Vaccaro et al., 2020). Larvae aged 6 dpf were euthanized at ZT1 by immersion in ice-chilled aquarium water for 30 min. Following euthanasia, samples were incubated in 60 μM dihydroethidium (DHE; Thermo Fisher Scientific, D11347) for 5 min at RT, covered in foil to protect them from light. Next, samples were rinsed for 5 min in 1 X PBS, then mounted in 2% low meltingpoint agarose (Sigma-Aldrich, A9414), and the entire gut was imaged on a Nikon A1R confocal microscope with a 10 X air objective, with a slice thickness of 4 μm. After interaction with superoxide radicals, DHE is converted into 2-hydroxy ethidium, which is optimally excited at 480 nm and fluoresces red (wavelength >550 nm); therefore, the sample was excited with a 488 nm laser and imaged with a detector in the 570–616 nm range (Kumar and Gullapalli, 2024). ROS in the gut was quantified by calculating a z-projection (calc: Average Intensity) in ImageJ (NIH, v1.54f) and manually drawing ROIs around anatomically defined regions of the gut (Riddle et al., 2018b).

### Sleep experiments

Sleep experiments used the previously described methodology (Jaggard et al., 2019). For induction of DNA damage, larvae aged 5 dpf were transferred to individual wells of a 24-well plate at ZT7–8 (VWR, 82050–892), and acclimated overnight to the testing environment. At ZT0 the next day, larvae were subjected to either 60 s of control white light or 30 or 60 s of UV-B light in a UV-Crosslinker cabinet (Spectro-UV, XL-1500) fitted with UV bulbs with a spectral peak at 306 nm and a power output of 32.3 μW/cm^2^ at 1 meter. (UV-B; Spectro-UV, BLE-1T158). Following treatment, well plates were immediately returned to the testing environment and filmed from above using a USB camera (Basler, acA1300-200) fitted with a 16 mm fixed focal length lens (Edmund Optics, 67–714) and an infrared pass filter (Edmund Optics, 65–796) to ensure consistent image quality after the day/night transition. Larvae were lit from below using infrared light strips (850 nm), diffused through a custom-made white acrylic light box (TAP Plastics).

Locomotor behavior was tracked in Ethovision XT (Noldus), and frame-by-frame velocity data was exported and analyzed using Python, with sleep defined as 60 s or more of consolidated immobility (Jaggard et al., 2020). A velocity cut-off of 6 mm/s was used to distinguish active swimming from passive drift.

### RNA extraction and sequencing

For RNA sequencing on fish fibroblast cells, cells were detached with TrypLE and washed once with cell media. Cell pellets were collected after centrifugation at 1000 g for 5 min, snap frozen in liquid nitrogen, and stored at –80 °C prior to RNA extraction. For UV RNA sequencing experiments, larvae were treated identically to the sleep experiments until 1.5 hr after UV exposure, at which point they were transferred to 1.5 ml centrifuge tubes, with four larvae pooled into each tube. The larvae were euthanized by chilling on ice before immediately proceeding to RNA extraction.

For RNA sequencing experiments on adults, dissections were performed at Florida Atlantic University. Briefly, tissue was dissected between ZT0 and ZT3 from at least four fish at each age and population group. Tissue was immediately flash-frozen in liquid nitrogen. To extract RNA, 1 ml of TRIzol was added to each sample. Samples were homogenized, and then 200 μl chloroform was added to each tube, followed by vigorous shaking. Samples were incubated on ice for 15 min, then phase separated by centrifuging at 12,000 g for 15 min at 4 °C. The resulting aqueous phase of the liquid was transferred to a fresh 1.5 ml tube, and then RNA was precipitated out by mixing with 0.5 ml isopropanol. Samples were incubated on ice for 10 min, then centrifuged at 12,000 g for 10 min at 4 °C. The supernatant was removed by pouring and lightly shaking the tube, then the resulting pellet was washed by the addition of 1 ml 70% EtOH while vigorously flicking the tube. The samples were then centrifuged at 7500 g for 10 min at 4 °C. The supernatant was removed by pouring and lightly shaking the tube, and the samples were air-dried upside down for 10 min. Finally, the pellet was redissolved in 100 ul of RNAse-free H_2_O.

### RNA sequencing data analysis

RNA sequencing for the UV and Aging experiments were performed by Novogene, on an Illumina NovaSeq X Plus. Sample quality control, library preparation, and sequencing were performed by Novogene. Raw reads received from Novogene were mapped against the *Astyanax mexicanus* reference genome (version 2.0, GenBank Accession Number: GCA_000372685.2) using the splice-aware mapper STAR (Dobin et al., 2013) to generate raw counts. Annotations were extracted from the *A. mexicanus* annotation file from Ensembl (Astyanax_mexicanus-2.0.108.gtf). Subsequent analysis was performed in RStudio (v4.3.0) using the differential expression testing software DESeq2 (v1.40.2) (Love et al., 2014). RNA sequencing for the fibroblast cell lines was performed on an Illumina NextSeq 500.

Data from the UV-B experiment and the aging experiment were analyzed using the same analysis pipeline, with each tissue type from the aging experiment analyzed separately. First, a DESeq object was created from the raw counts matrix and processed using the DESeq() command, which estimates size factors and dispersion, and fits the data to a negative binomial GLM. Normalized count values used in downstream analysis were generated using the counts() function (normalized = T). Sample variability for each group was visualized by first performing a variance stabilizing transformation using the vst() function, then generating a PCA plot from the resulting object with the plotPCA() function. To identify genes which were differentially expressed in response to UV-B treatment (or aging), each population treatment subset was reanalyzed as above, so that the effects of treatment on each population were considered separately. An adjusted *p*-value <0.05 was used to determine a significant response to treatment.

### Gene Ontology (GO) analysis

Gene ontology pathway analyses were performed using the clusterProfiler package (v4.8.3) in R. For gene set enrichment analyses, genes were first ranked according to the magnitude of their response; the ranking value was calculated as -log_10_(pval)/sign(log_2_FC), to account for both direction and magnitude of response. The resulting ranked list was processed using the gseGO() function (options: ont=‘BP’’, keyType=‘SYMBOL’, pvalueCutoff = 0.05, OrgDB = org.Dr.eg.db, pAdjustMethod=‘BH’). For visualization purposes, similar GO terms were grouped together using the simplify() function (options: by=‘p.adjust’, select_fun = min), and visualized using the dotplot() function. For the UV-B experiment, since there were many overlapping GO terms, the top 10 unique terms in each direction were plotted.

### Quantitative PCR

Adult fins were collected at Zeitgeber or Circadian time 8. 5 dpf larvae were collected at Zeitgeber or Circadian time 2, 6, 10, and 14. Samples were then homogenized and total RNA extracted as above. cDNA was synthesized from 500 ng RNA using iScript cDNA synthesis kit (BIO-RAD, #1708891). Approximately 50 ng of cDNA was used for quantitative PCR (qPCR) using Perfecta SYBR Green with Low ROX (Quantabio, #95074–012) with a QuantStudio 5 Real-Time PCR System. Specificity of each amplicon and cDNA final concentration was optimized via analysis of post-reaction dissociation curves, validating a single amplicon for each set of primers. Analysis was conducted using the ΔΔCt method. All samples were run in 3–4 replicates and normalized to the housekeeping gene *rpl13a*. Primer sequences used are as follows:

*cpdp* (ENSAMXG00000001885): FW: 5’- GGCCTCTCCTAAGCTGGAGT –3’

RV: 5’- GTCCACAGGTGGGAATTCAG -3’ *ddb2* (ENSAMXG00000000525):

FW: 5’- AAGCTGCACAAAGCCAAAGT-3’

RV: 5’- AGACGATGTTGCCACTAGCC -3’.

*rpl13a* (ENSAMXG00000033532):

FW 5’- CGCAACAAATTGAAGTACCTG -3’

RV: 5’- GGTTCGTGTTCATCCTCTTG -3’

## Data Availability

Raw data from RNASeq experiments have been deposited in GEO as a SuperSeries, under accession code GSE272697. Data from UV-B experiments has been deposited under accession code GSE271729. Data from aging experiments has been deposited under accession code GSE272611. Raw count data, and results of differential gene expression analysis, have been uploaded as Supplementary file 1 (UV) and Supplementary file 2 (aging). The following datasets were generated: KeeneAC 2024CavefishNCBI BioProjectGSE272697 KeeneAC 2024Effects of UV-B radiation on whole-body gene expression of surface and cave Astyanax mexicanus (Mexican tetra)NCBI BioProjectGSE271729 KeeneAC 2024Effects of aging on gene expression in multiple tissues in surface and cave Astyanax mexicanus (Mexican tetra)NCBI BioProjectGSE272611

# Supplementary material for: Elevated DNA damage without signs of aging in the short-sleeping Mexican cavefish
**Source:** eLife. 2025 Nov 14;13:RP99191. doi: 10.7554/eLife.99191
**Supplement:** Figure 4—source data 2.

## Slide 1
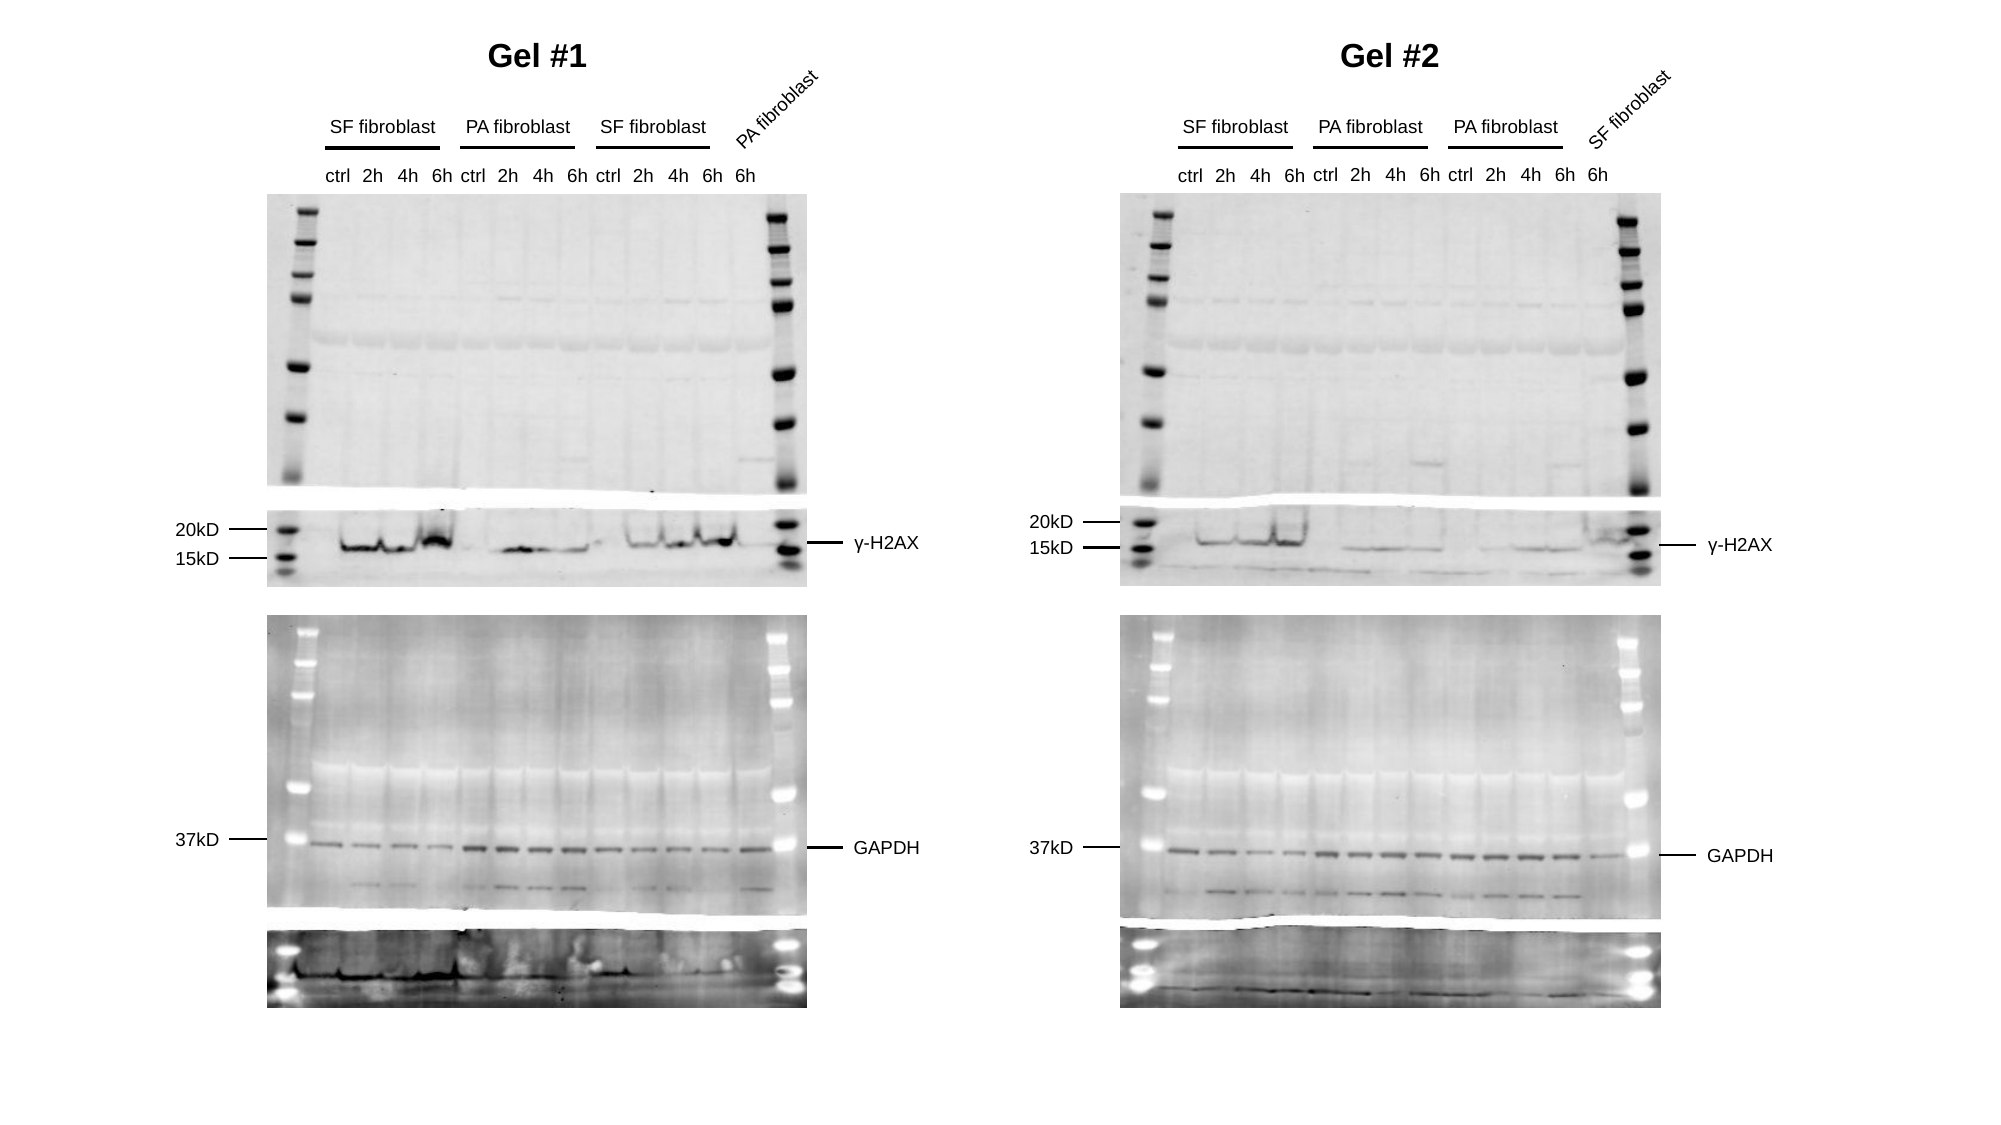

Gel #1
Gel #2
SF fibroblast
PA fibroblast
PA fibroblast
PA fibroblast
PA fibroblast
SF fibroblast
SF fibroblast
SF fibroblast
ctrl
2h
4h
6h
ctrl
2h
4h
6h
6h
ctrl
2h
4h
6h
ctrl
2h
4h
6h
ctrl
2h
4h
6h
6h
ctrl
2h
4h
6h
20kD
20kD
γ-H2AX
γ-H2AX
15kD
15kD
37kD
37kD
GAPDH
GAPDH

# Supplementary material for: Elevated DNA damage without signs of aging in the short-sleeping Mexican cavefish
**Source:** eLife. 2025 Nov 14;13:RP99191. doi: 10.7554/eLife.99191
**Supplement:** Figure 4—figure supplement 1—source data 2.

## Slide 1
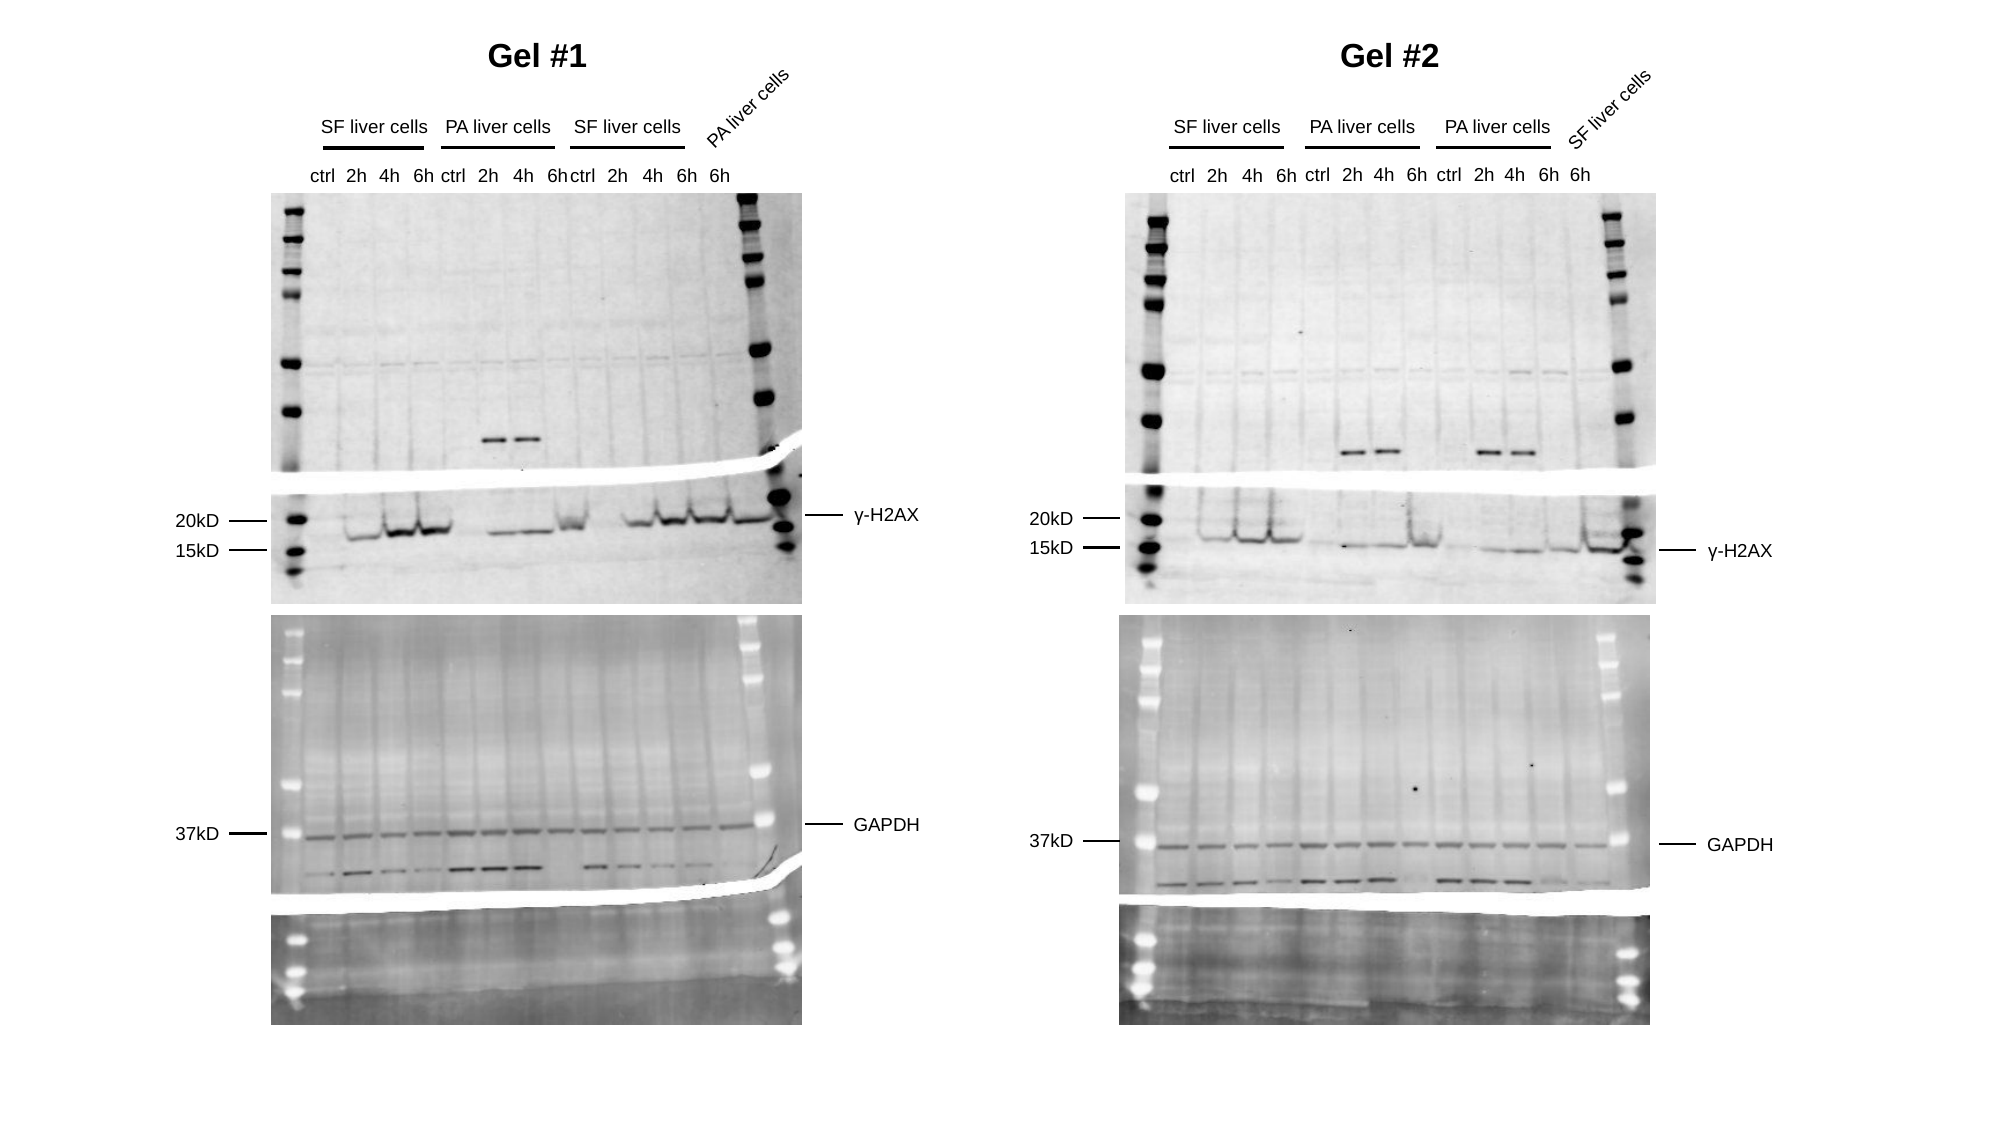

Gel #1
Gel #2
PA liver cells
SF liver cells
PA liver cells
PA liver cells
SF liver cells
PA liver cells
SF liver cells
SF liver cells
ctrl
2h
4h
6h
ctrl
2h
4h
6h
6h
ctrl
2h
4h
6h
ctrl
2h
4h
6h
ctrl
2h
4h
6h
6h
ctrl
2h
4h
6h
γ-H2AX
20kD
20kD
15kD
15kD
γ-H2AX
GAPDH
37kD
37kD
GAPDH

# Supplementary material for: Elevated DNA damage without signs of aging in the short-sleeping Mexican cavefish
**Source:** eLife. 2025 Nov 14;13:RP99191. doi: 10.7554/eLife.99191
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Methods, Quantitative PCR section | N/A |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplemental data 1 and supplemental data 2. GEO repository | S |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Fibroblast cell line derivation  Section of methods. |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Fish husbandry Section of Methods |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N?A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Not Done |  |
| Randomisation | Not Done |  |
| Blinding | Not Done |  |
| Inclusion/exclusion criteria | Not Done |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure Legends |  |
| Define whether data describe technical or biological replicates. | Figure Lengends |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Figure lengends |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | In Data availability statement I |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | In Data availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

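The data are bulk RNA sequencing libraries of the embryonic fibroblast lines SEF (surface fish) and PEF (Pachón cavefish), with 3 replicates per line. Samples were grouped by the cell line that their labels name. The authors deposited a table of read counts per gene, counted with STAR and not normalized, with 4 further rows for reads assigned to no gene. The authors also deposited a table of TPM values estimated with RSEM, which are scaled to the same total in each library and rounded to 2 decimals. The counts are whole numbers with different totals per library. All columns of both tables belong to one of the 6 libraries. The paper's text names STAR, the genome and the annotation for the UV and aging experiments and does not name the settings for the fibroblast libraries.

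Reads on genes numbered between 33381563 and 39156850 in SEF, with a median of 39069901, and between 36790663 and 42506026 in PEF, with a median of 39420348. Reads outside annotated genes made up 29.3% to 31.7% of a library, multimapping reads 4.28% to 4.67%, unmapped reads 4.26% to 5.05% and ambiguous reads 0.142% to 0.198%. Between 20784 and 21360 genes had reads in a SEF library and between 18728 and 19026 in a PEF library. The 10 genes with the most reads took 7.86% to 11.0% of the reads on genes. A count of 0 was taken to allow up to 3 reads, and a fold change against a line with at most 3 reads in every library is given as a lower bound. Such bounds cover counting error only.

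Differential expression was computed in R 4.3.3 with edgeR 4.0.16 on the read counts, with TMM normalization, the filterByExpr filter, the quasi-likelihood test and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. Standard errors of log2 fold changes were derived from the F statistic. Gene sets were tested with camera in limma 3.58.1 on log2(CPM) values with a prior count of 2 and an inter-gene correlation of 0.01. The sets were the genes of Figure 3D, photoreactivation, nucleotide excision repair, homologous recombination and Fanconi anemia, nonhomologous end joining, base excision repair, mismatch repair and damage response signaling, and the union of these. Further lists covered p53 targets, proliferation, antioxidant and clock genes, the heat map genes, and markers of epithelial, muscle, neural, blood, pigment and endothelial cells. The lists, the tests and the alternatives were fixed before the data were examined, except where tests are described as chosen after a result was seen.

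The genes named are those of the heat map in Figure 4—figure supplement 1, *vim*, the genes of Figure 3D, *cpdp*, *ddb2* and *rpl13a*, and the 5 largest rises and 5 largest falls in log2 fold change. These extremes were taken among named genes with an adjusted p under 0.05, a mean of at least 100 reads in the higher line and no overlap between the libraries of the lines. Members of other lists are named where they passed the threshold. Hox genes other than *hoxb9a*, keratin genes, *tbx4*, the genes in and next to a run of neighboring silent genes and the genes that mark chromosomes were named after their values were seen.

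Neighboring genes and chromosomes were taken from the RefSeq assembly AstMex3_surface by matching gene symbols, which placed 14087 genes, 10960 of them tested. The build behind the files is not stated and may differ from that assembly, so no positions are given and chromosomes are named by genes they carry. Genes of each of 25 chromosomes were tested with camera against all others.

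The alternatives were DESeq2 1.42.0 with its size factors, upper-quartile normalization, no filter on low counts, at least 10 reads in every library, limma on log2 TPM with a pseudocount of 1 or 0.1 and with or without a filter of 1 TPM in 3 libraries, a test against a log2 fold change of 1, a replicate block, fry, camera with an estimated correlation, and leaving out each library in turn.

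The test was checked on simulated counts for 16670 genes, of which 200 were changed by a log2 fold change of 1 or 2 in either direction. Of these, 16330 genes passed the filter and were tested, 194 of the changed genes among them. Shares recovered are of all 200 changed genes, tested or not. edgeR recovered 60.5% of the changed genes, 39% of those at 1 and 82% of those at 2, and 7.63% of its calls were false. DESeq2 recovered 72.5% on the same 16330 genes with 28.6% of its calls false, and limma on log2(TPM + 1) recovered 57.5% on 14047 genes, 167 of the changed genes among them, with 7.26% false. The change of 2 was added after a first simulation with changes of 1 only. With 25 chromosomes and no simulated shift, 0 were called, and with 1 shifted chromosome that chromosome alone was called. The simulation changed far fewer genes than the 63.5% called in the data, so its recovered and false shares need not hold there. It also drew genes independently. The chromosome check therefore cannot show how camera behaves with correlated genes, where the data gave 1 chromosome with an estimated correlation in place of 4.

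The UV-treated larvae, the aging brains, the liver-derived lines and the mouse cells were not analysed here, apart from the paper's larval count table, which was used for genes of the run of silent genes and is held in part, 1999 of 19076 genes.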

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

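The comparison of all genes and the alternatives, which include leaving out each library, were fixed before the data were examined. The tests of other library splits, of equal depth and of the 100 genes with the most reads were set before the results were seen. All other tests of this part were chosen only after the result was seen.

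The paper does not report a comparison of PEF with SEF across all genes. In that comparison 10579 of 16670 genes were differentially expressed (63.5%), and 6757 of them by more than 2-fold. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes, the split by line, and 1 of the 10 gave as many genes higher (5067) or lower (5512). The other 9 splits gave 0 genes, and between 2 and 183 genes at an unadjusted p under 0.05, but each of them places both lines in both groups, and 10 splits cannot give a share under 0.1. The largest rises were *nkpd1*, at least 188-fold higher in PEF, *cox5b2* at least 184-fold, *nefma* at least 607-fold, *efnb2b* at least 161-fold and *col18a1a* with a log2 fold change of 11.99 (standard error 0.20, adjusted p = 4.80e-07 from edgeR's quasi-likelihood test). The largest falls were *hoxb9a*, at least 1187-fold lower in PEF, *MMP19* at least 822-fold, *dnah5* at least 646-fold, *bzw2* at least 511-fold and *col10a1a* at least 5225-fold. These rises and falls were ranked by fitted log2 fold change, which the lower bounds need not follow. For example, *tbx2b*, at least 640-fold lower in PEF, is not among them. With a mean of at least 100 reads in the other line, 376 genes had at most 3 reads in every PEF library and 79 in every SEF library.

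As explanations of this number, library size, the genes with the most reads, PEF replicate 1 and gene length are not borne out by the tables. Library totals differed by at most 1.27-fold, so equal depth could change little. With every library reduced to the smallest total, 10359 genes were called, and 10519 without the 100 genes with the most reads. Without PEF replicate 1, the number was 10968. Across genes, which are not independent replicates, the Spearman correlation of the log2 fold change with gene length was 0.000724. A loss of PEF reads through Pachón variants, if the reference is from surface fish, was not tested for this number and stays open for part of it. Between 18728 and 19026 genes had reads in a PEF library and between 20784 and 21360 in a SEF library. The labels name no sequencing or library batch. Each population is represented by 1 line, so a difference between the populations, between the clones and between their time in culture all stay open, and none was tested.

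Genes on some chromosomes were shifted as a group, in genes outside those the paper discusses for these libraries. Of 25 chromosomes, 4 were called, 3 with a higher and 1 with a lower median log2 fold change in PEF, and 1 of the 10 splits gave as many. The other 9 splits gave 2 or 3 chromosomes, so a count of 2 or 3 is also reached by splits that mix the lines. The chromosome carrying *msh3* and *cdk7* had a median of 0.77 (camera adjusted p = 1.66e-06) and the chromosome carrying *ddb2* and *ddb1* a median of 0.57 (camera adjusted p = 2.23e-05), both with a level above the mean of the 6 libraries in 3 of 3 PEF libraries. The chromosome carrying *polb* and *xpc* had a median of 0.36 (camera adjusted p = 0.00935) and the one carrying *atr* and *atm* a median of −0.40 (camera adjusted p = 0.0150); no explanation was tested for these. With an estimated correlation, 1 chromosome was called, that of *ddb2* (adjusted p = 0.0347), and that of *msh3* had 0.0872.

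For the chromosomes of *msh3* and of *ddb2*, local clusters of coregulated genes as the whole cause are argued against by windows of 30 neighboring genes, of which 11 of 11 and 13 of 13 had a median above that of all genes. Gene length bias as the whole cause is argued against by genes of like length: in 5 classes of gene length, the medians exceeded those of the other chromosomes by at least 0.68 and at least 0.50. This test replaced a correction of each library's trend over length. As first run, the correction raised the medians to 1.11 and 0.906, that of all placed genes to 0.35 and the calls to 11604. With robust weights and centering, chosen after that was seen, it moved almost nothing (10583 calls), so it tests nothing. Pachón variants against a surface fish reference could raise these chromosomes only through a loss of PEF reads on the others, of 41.7% and 33.1%, while the share of reads counted on genes was at most 3.75% lower, in relative terms, in a PEF library than in a SEF library (58.9% against 61.2%). An extra copy of the chromosome in PEF, or the loss of a copy in SEF, is a candidate explanation, since the median exceeded that of the other chromosomes at low, middle and high expression levels, by at least 0.55 for the *msh3* chromosome and at least 0.38 for the *ddb2* chromosome. The medians themselves were 0.22, 0.93 and 0.82 at low, middle and high levels for the first and 0.063, 0.57 and 0.62 for the second, and the comparison with the other chromosomes was chosen after these were seen. Regulation of a whole chromosome would give the same values, and no DNA was measured.

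The longest run of neighboring genes silent in PEF held 11 genes, from *ccdc9* to *rnf26*, again in genes the paper does not discuss. Each had at most 3 reads in every PEF library and a mean of at least 30 in SEF, and each was at least 23.3-fold to at least 640-fold lower in PEF. The run was counted over 10370 genes with a mean of at least 30 reads in either line, so *tbx4* and *pdzd3a*, which lie between its members, are not counted. The run ends at *mcamb*, which had 1, 4 and 3 reads in PEF against 639 to 664 in SEF, 1 read over the floor. The next genes, *cbl* and *ccdc153*, had 0 reads in every PEF library against 9 to 44 and 24 to 66 in SEF, so the genes affected extend past the run as counted. On the side of *ccdc9*, the run lies at an end of the placed genes of its chromosome. Before *ccdc9* lies *pitpnm3*, the first of them, with 3 to 9 reads in SEF and at most 1 in PEF, too few to judge. The second longest run held 4 genes, and the longest run silent in SEF 2 genes. A chance order of the 368 silent genes is argued against by 10000 shuffled orders, whose longest run was 6 (permutation p = 0.0001, the smallest they can give). The library totals differ by at most 1.27-fold, against a smallest fall of at least 23.3-fold. Variants or gene loss in Pachón fish in general are argued against for the 6 genes of the run that the held part of the paper's larval count table lists, since 6 of 6 had more than 3 counts in each of the 6 Pachón larval libraries. A loss of the region from the DNA of PEF and silencing of the region cannot be told apart, since *tbx4* had up to 12 reads in a PEF library and 0 in SEF, a count too near the floor to decide, and DNA was not measured.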

How the results depend on the processing

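The number of differentially expressed genes was 10789 with DESeq2, 10550 with upper-quartile normalization, 11808 with no filter on low counts, 7700 with at least 10 reads in every library, 9079 and 9005 on log2 TPM with a pseudocount of 1 and 0.1, and 11701 on log2(TPM + 1) without a filter. Of the genes called under these settings and also in the original comparison, at most 14 changed direction, all on TPM. Tested against a log2 fold change of 1, the number fell to 5103 genes, 1994 higher and 3109 lower, as that test asks for more than a difference. Genes higher in PEF made up 47.9% of the calls and 39.1% in that test, and between 40.0% and 51.3% under the other alternatives that change the scale or the filter. Across the 6 fits that each left out one replicate, between 9289 and 10968 genes were called, 4320 to 5185 higher and 4969 to 5783 lower.

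Of the heat map genes, 3 were called on log2(TPM + 1) and 3 on log2(TPM + 0.1), where fewer of them were tested, 2 when tested against a log2 fold change of 1, and from 3 to 6 across the fits without one replicate, with 3 without SEF replicate 2. The number of DNA repair genes of Figure 3D and *ddb2* called lay between 5 and 10 under all alternatives. Among them, *ddb2*, *mpnd* and *exo5* were called under every alternative, and *rad21b* and *fancf* under every alternative that tested them. *rnaseh2a* was called under DESeq2 (log2 fold change −0.61) and 5 further alternatives that keep all libraries.

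For DNA repair genes as a set, the direction reversed among genes with at least 10 reads in every library, with a camera p of 0.967, and the cause was not tested. The set was not called under any alternative, including fry (0.0861) and an estimated correlation (0.752). In the same setting, the list of Figure 3D genes reversed with a camera p of 0.890. Under fry, mismatch repair reversed with a p of 0.343 and damage response signaling with 0.957. Without one replicate, the camera p of mismatch repair lay between 0.598 and 0.998 and that of damage response signaling between 0.647 and 0.982. The causes were not tested.

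The log2 fold changes of 6 genes without a call changed sign. Those of *xrcc3* and *ppp4cb* were −0.020 and −0.019 with DESeq2, −0.042 and −0.042 with at least 10 reads in every library, −0.062 and −0.064 on log2(TPM + 1) with or without a filter, and −0.082 and −0.065 on log2(TPM + 0.1). *ube2v1* was at −0.094 on log2(TPM + 1) with or without a filter and −0.098 on log2(TPM + 0.1). Without one replicate, values ranged from −0.16 to 0.17 for *xrcc3*, −0.037 to 0.077 for *ppp4cb*, −0.19 to 0.14 for *col1a2*, −0.70 to 0.0091 for *met* and −0.17 to 0.12 for *rpl13a*. The causes were not tested.

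The level of the fibroblast genes over the stem cell and liver genes moved to 11.60 in PEF and 10.73 in SEF with a pseudocount of 0.1, and to 10.28 and 9.61 on log2(CPM + 1). Genes near 0 set this scale, since a smaller pseudocount lowers them most. The difference between the lines stayed between 0.39 and 0.87.

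The number of chromosomes called was 5 with at least 10 reads in every library, 1 with an estimated correlation and 4 without any one replicate. Among genes without a call, 0 chromosomes were called, and 0 at an unadjusted p under 0.05, but that choice keeps genes with fold changes near 0 by construction. Of all comparisons of single genes, repair lists and chromosomes with an alternative, 28 lost a call and 22 gained one, some of which are named elsewhere in the text. For lists, a call there is an unadjusted p under 0.05.

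Across genes, libraries with the same replicate number did not deviate together, with correlations of −0.04, 0.07 and −0.13. The level of the fibroblast genes did fall from replicate 1 to 3 in both lines, so a shared effect on those genes stays open. With the replicate block, 9735 genes were called, 4615 higher and 5120 lower, with 7 DNA repair genes, 6 heat map genes, 4 chromosomes and a set p of 0.375. For the level of the fibroblast genes, PEF exceeded SEF by 0.44, 0.60 and 0.63 in replicates 1, 2 and 3 (replicate block chosen after seeing the data, mean difference 0.56, two-sided exact sign-flip test, p = 0.25, the smallest that 3 pairs allow). Depth limits the tests of *nanog*, *esrrb*, *sox2*, *hnf1bb* and *sycp1*, which had at most 2 reads in a library.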

Other observations

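In this part, the test of proliferation and the counts of other library splits were set before the results were seen, and the tests of chromosome position, hox genes and vimentin genes were chosen only after the result was seen.

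Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called DNA repair genes of Figure 3D and *ddb2* as the split by line (7 genes), and 1 gave as many called heat map genes (6 genes). The 121 DNA repair and damage response genes had a median log2 fold change of −0.04, with 30 genes higher and 25 lower in PEF. As a set they were not shifted: limma's camera gave a p of 0.353, and of all 10 splits, 7 gave as small a p.

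No list passed camera after adjustment, over the repair lists or over all lists, where the smallest adjusted p was 0.204. Among the repair lists, the medians were 0.35 for base excision repair (7 genes higher and 2 lower) and 0.15 for nucleotide excision repair (9 higher and 3 lower), each with a camera adjusted p of 0.298 over the repair lists. They were −0.32 for homologous recombination and Fanconi anemia (3 higher and 6 lower), −0.02 for nonhomologous end joining (0 higher and 3 lower), −0.07 for mismatch repair (1 higher and 3 lower), −0.15 for damage response signaling (7 higher and 6 lower), 0.25 for photoreactivation (1 higher and 0 lower) and 0.08 for the Figure 3D genes (3 higher and 3 lower), with a camera adjusted p of 0.913 for each. The other medians were −0.71 for p53 targets (1 higher and 6 lower), −1.0 for proliferation (0 higher and 4 lower), −0.47 for antioxidant genes (5 higher and 8 lower) and −0.18 for clock genes (4 higher and 11 lower). Without PEF replicate 1, the median of the proliferation list was −0.59. Cell type markers had medians of −1.92 for 4 epithelial, −2.47 for 4 muscle, −0.77 for 4 neural and −0.62 for 3 endothelial genes with enough reads, while 2 blood and 2 pigment genes were too few for a set test. The fibroblast and liver genes of the heat map had medians of 0.91 and −2.26, from genes the study picked on comparisons with these libraries. With fry, adjusted over the lists, nucleotide excision repair, base excision repair, p53 targets, the liver genes, the epithelial and the muscle lists were called, and with an estimated correlation none.

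DNA repair genes higher in PEF were more often on the 3 chromosomes with a higher median, which were also called with the repair genes left out. Of the repair genes placed, 12 of 22 on these chromosomes were higher (54.5%), against 16.3% of the other 92 (two-sided Fisher's exact test, p = 0.000446). Among the other genes, on which the chromosomes were called, 52.8% on them and 28.2% elsewhere were higher, so such a contrast is what that choice gives for any list. On these chromosomes the share of repair genes was close to that of other genes, and elsewhere it was lower, a difference that was not tested. Position may account for part of the repair genes that are higher in PEF. Regulation of the repair genes themselves stays open and was not tested.

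On the chromosome carrying *rad52*, 3 adjacent windows of 30 genes out of 16 had medians above 1. Their 90 genes, *rad52* among them, had a median log2 fold change of 1.54 and 88.9% were higher in PEF, while the rest of that chromosome had a median of −0.03. That rest includes flanking windows with medians of 0.93 on one side and 0.84 and 0.63 on the other, so the cut at 1 does not mark the edges of the shift. On the chromosome carrying *mpg* and *sem1*, windows 12 to 20 had medians from −0.95 to −0.32 and windows 1 to 11 from −0.33 to 0.23. Neither chromosome was called as a whole. No explanation was tested.

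Slower proliferation of PEF may contribute to the lower median of the homologous recombination and Fanconi anemia genes, but it was not settled. With the level of the proliferation genes as a covariate, the median moved from −0.32 to −0.11, with 4 genes still lower. Without PEF replicate 1, the median of the proliferation list was −0.59 in place of −1.0. That of the recombination list hardly moved, at −0.30. The level of the proliferation genes (mean log2 CPM) was 2.83, 4.06 and 4.70 in PEF replicates 1, 2 and 3 and 5.05, 5.01 and 4.71 in SEF, so the lines came close in replicate 3 alone, where the mean of the recombination list was 2.34 in PEF and 2.47 in SEF. With 1 library per line at that level, the explanation stays open.

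Of the hox genes with a mean of at least 30 reads in either line, 8 of 8 of paralog groups 7 to 13 had at most 3 reads in every PEF library, against 1 of 10 of groups 1 to 6 (two-sided Fisher's exact test, p = 0.000411). Hox genes lie in clusters and are not independent. The pattern is in line with silence of the posterior hox genes in particular as a hypothesis, and no biological explanation was tested.

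The paper shows vimentin protein by immunostaining in both lines. *vim* (ENSAMXG00000000055) was expressed at 1.23 ± 0.372 TPM in PEF and 3.32 ± 0.718 TPM in SEF (SD, n = 3 each), with a log2 fold change of −1.30 (standard error 0.26, edgeR adjusted p = 0.00380). Reads counted on another vimentin gene of the table are argued against, since the highest TPM of the others was 0.13 in any library. Reads on a vimentin copy absent from the annotation stay open. Among the keratin genes, looked at after their values were seen, the more highly expressed of 2 *krt8* genes had 3636 ± 208 TPM in PEF and 1270 ± 241 TPM in SEF, *krt18a.1* 2151 ± 71.5 and 623 ± 115 TPM, *krt18b* 2204 ± 94.4 and 981 ± 115 TPM, and *krt4* 778 ± 619 and 915 ± 188 TPM (SD, n = 3 each).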
